# Application of Long-Chained Auxin Conjugates Influenced Auxin Metabolism and Transcriptome Response in *Brassica rapa* L. ssp. *pekinensis*

**DOI:** 10.3390/ijms25010447

**Published:** 2023-12-28

**Authors:** Ana Smolko, Jelena Repar, Marija Matković, Iva Pavlović, Aleš Pěnčík, Ondřej Novák, Jutta Ludwig-Müller, Branka Salopek-Sondi

**Keywords:** amino acid auxin conjugates, *Brassica rapa*, indole-3-acetic acid, indole-3-butyric acid, indole-3-propionic acid, auxin metabolome, root growth inhibition, transcriptome

## Abstract

Auxin amino acid conjugates are considered to be storage forms of auxins. Previous research has shown that indole-3-acetyl-L-alanine (IAA-Ala), indole-3-propionyl-L-alanine (IPA-Ala) and indole-3-butyryl-L-alanine (IBA-Ala) affect the root growth of *Brassica rapa* seedlings. To elucidate the potential mechanism of action of the conjugates, we treated *B. rapa* seedlings with 0.01 mM IAA-, IPA- and IBA-Ala and investigated their effects on the auxin metabolome and transcriptome. IBA-Ala and IPA-Ala caused a significant inhibition of root growth and a decrease in free IAA compared to the control and IAA-Ala treatments. The identification of free auxins IBA and IPA after feeding experiments with IBA-Ala and IPA-Ala, respectively, confirms their hydrolysis in vivo and indicates active auxins responsible for a stronger inhibition of root growth. IBA-Ala caused the induction of most DEGs (807) compared to IPA-Ala (417) and IAA-Ala (371). All treatments caused similar trends in transcription profile changes when compared to control treatments. The majority of auxin-related DEGs were found after IBA-Ala treatment, followed by IPA-Ala and IAA-Ala, which is consistent with the apparent root morphology. In addition to most *YUC* genes, which showed a tendency to be downregulated, transcripts of auxin-related DEGs that were identified (*UGT74E2*, *GH3.2*, *SAUR*, *IAA2*, etc.) were more highly expressed after all treatments. Our results are consistent with the hypothesis that the hydrolysis of conjugates and the release of free auxins are responsible for the effects of conjugate treatments. In conclusion, free auxins released by the hydrolysis of all auxin conjugates applied affect gene regulation, auxin homeostasis and ultimately root growth inhibition.

## 1. Introduction

Auxins are one of the essential plant hormones important for plant growth and development. They regulate gene expression, cell division, proliferation and plant tissue differentiation. They are signaling molecules that control the expression of genes through interaction with the ubiquitin complex (regulatory particles) and with transcription factors, including auxin response factors (ARF) and AUX/IAA repressors. Members of the F-box TIR1/AFB family of proteins act as auxin receptors in a signaling cascade, which is a complex process and details may be found in recent reviews [1,2]. An optimal auxin concentration is necessary to regulate this network of processes, while high concentrations have an inhibitory and toxic effect [3,4,5]. Thus, the control of auxin levels, so-called auxin homeostasis, is crucial for proper plant development and is achieved through the processes of biosynthesis, transport, degradation and reversible and irreversible auxin conjugation [3,4,5]. In addition to indole-3-acetic acid (IAA), which was the first discovered and is the most abundant natural auxin in the plant kingdom, 4-chloroindole-3-acetic acid (4-Cl-IAA) and phenylacetic acid (PAA) are well-known natural auxins but may not occur in all plant species [1]. The long-chained auxins indole-3-butyric acid (IBA) and indole-3-propionic acid (IPA) are also considered to be natural auxins.

IBA was originally discovered as a synthetic compound that induced root initiation in a variety of plants [6]. IBA–amino acid conjugates were reported as rooting agents in blueberries [7]. IBA and IPA as well as their amino acid conjugates showed strong root growth inhibition in a root growth assay [8], confirming their auxin activity. IBA has been identified as an endogenous compound by gas chromatography–mass spectrometry in a variety of plants, including pea, cypress, maize, carrot, tobacco and Arabidopsis [9]. However, Novák et al. [10] found no evidence of IBA in several plants, but this could be a consequence of extraction and/or cultivation methods. The auxin activity of IBA in several plants was suggested to be the result of its conversion to IAA through a multi-step process similar to fatty acid β-oxidation [11,12]. The literature suggests that plants use distinct carriers for IBA and IAA transport. The carrier AUX1 acts as an influx carrier for IAA, but not IBA. PINs and ABCBs act as efflux carriers for IAA, but not for IBA. Conversely, the PDR family proteins ABCG36 and ABCG37 appear to efflux IBA, but not IAA [13]. These independent transport systems may provide a mechanism to specifically move an inactive precursor, thus avoiding auxin responses during transport [6].

The physiological role of IPA in free and conjugate forms in plants is still an enigma. IPA was initially discovered by GC-MS in the hypocotyls of *Cucurbita pepo* L. [14], and subsequently in the roots of *Pisum sativum* L. seedlings [15]. IPA is one of the secondary metabolites identified by Walker et al. [16] in the root exudate of Arabidopsis upon treatment with salicylic acid. The latter is often produced by plants in reaction to microbial attack. It is well known that microorganisms such as *Clostridium* species [17] and ruminal bacteria [18] are able to produce IPA from tryptophan. Barkawi et al. [19] could not detect IPA in tomato and Arabidopsis, although they developed a reliable, sensitive and robust method for the purification and quantification of IAA and other auxins from plant tissue. Thus, the existence of IPA as a potential endogenous auxin and its physiological role remain questionable.

It is well known that auxins are active in their free forms and can be stored or deactivated as auxin amide- and ester-conjugates [4]. The physiological activity of auxin amide-conjugates has been examined by numerous bioassays [3,8]. It is suggested that the auxin activity of conjugates is indirect and results from endogenous hydrolysis and the release of free auxin forms. However, some recent investigations suggest a direct signaling function of conjugates in various processes. For example, IAA-Asp showed mitigating effects against salinity and metal stress in peas [20], and IAA-Ile had a protective role in the abscission zone of tomato flowers [21].

The main enzymes involved in the hydrolysis of amide-conjugates are auxin amidohydrolases (ILR, ILLs, IAR), previously characterized in *Arabidopsis thaliana*, *Medicago truncatula*, *Triticum aestivum* and *Brassica rapa* [8,22,23,24,25,26]. The hydrolyzing activity of auxin amidohydrolases acting on long-chain auxin–amino acid conjugates IPA-Ala and IBA-Ala was first reported for a *T. aestivum* auxin amidohydrolase (TaIAR3) [23], then for *M. truncatula* [24] and for *B. rapa* [8]. In the latter work, it was shown that the velocity of the hydrolyzing reaction of BrILL2 decreased in the order IPA-Ala > IBA-Ala > IAA-Ala, which agrees with a root growth bioassay showing higher growth inhibition caused by IPA-Ala and IBA-Ala compared to IAA-Ala.

Our hypothesis is that IAA-Ala, IPA-Ala and IBA-Ala treatments affect gene expression, in particular the genes related to auxin metabolism as well as auxin metabolome, and consequently lead to root growth inhibition. Thus, we performed feeding experiments with IAA-Ala, IPA-Ala and IBA-Ala using *B. rapa* seedlings and examined the auxin metabolome and transcriptome in the treated seedlings. The specific tasks were: (1) to examine whether endogenous auxin-amidohydrolases were able to hydrolyze long-chained auxin conjugates, as was shown previously by in vitro assays [8,23,24]; (2) to identify genes affected by treatments and correlate them, if possible with metabolites and root growth inhibition, and (3) to obtain information about the mode of action of auxin conjugates (whether they act directly or indirectly by free auxins released through the hydrolyzes process of conjugates).

## 2. Results

### 2.1. Root Growth Bioassay

The amino acid conjugates IAA-Ala, IBA-Ala, IPA-Ala at a concentration of 10 µM in one percent agar plates were tested for their inhibitory effect on the primary root growth of Chinese cabbage (*B. rapa*) seedlings. Based on our previous results of treatments performed at concentrations 0.0001–0.1 mM, we decided to use herein 0.01 mM concentration, which showed moderate inhibition of root growth. Auxin-free agar plates were used as a control. The resulting growth of the primary root (PR) is shown in Figure S1. Of all auxin conjugates, IBA-Ala caused the highest inhibition of root growth under the experimental conditions used (61.62% PR growth compared to the control), followed by IPA-Ala (74.26% PR growth compared to the control), while IAA-Ala did not cause any significant PR growth inhibition at the concentration used (98.20% PR growth compared to the control).

### 2.2. Analysis of Auxin, Auxin Precursors and Metabolites

Auxin precursors and metabolites were identified and quantified by high performance liquid chromatography coupled with mass spectrometry (UHPLC-MS/MS). In *B. rapa* seedlings, free IAA, auxin precursors and metabolites, as well as auxin conjugates, for which internal standards existed at the time of the study, were quantified (Figure 1). After treating *B. rapa* seedlings for 24 h with any of the three conjugates (10 µM IAA-Ala, 10 µM IPA-Ala or 10 µM IBA-Ala, respectively), the content of the auxin biosynthetic precursors anthranilate (ANT), tryptophan (TRP), indole-3-acetamide (IAM), indole-3-pyruvic acid (IPyA) and indole-3-acetonitrile (IAN) had not changed significantly. The amount of Trp appeared to be present in milligram quantities in seedlings after all treatments, while all other precursors tested were measured in the microgram range. The levels of the detected free forms of the auxins IPA, IBA and IAA were approximately 6 µg g^−1^ dry dw, 1.2 µg g^−1^ dw and 0.12 µg g^−1^ dw, respectively, in the IPA-Ala, IBA-Ala and IAA-Ala treatments. The auxins IPA and IBA were exclusively detected in feeding experiments with IPA-Ala and IBA-Ala, respectively, and therefore are direct evidence for the hydrolyzes of the corresponding conjugates IPA-Ala and IBA-Ala in vivo. The content of free IAA was significantly reduced in the treatment with IPA-Ala and IBA-Ala, but not in the treatment with IAA-Ala (Figure 1). The content of the catabolic pathway precursors IAA-Asp and IAA-Glu did not change significantly in the treated seedlings compared to the control (Figure 1), while the oxIAA content increased significantly in the treatment with IPA-Ala and IAA-Ala, whereas the oxIAA-glc content increased significantly only in the treatment with IBA-Ala. The amide-conjugate IAA-Leu was only identified in the treatments with IAA-Ala (1.32 × 10^−3^ ± 0.33 × 10^−3^ ng g^−1^ dw). Unhydrolyzed IAA-Ala was detected in IAA-Ala-treated seedlings. However, potentially unhydrolyzed IBA-Ala and IPA-Ala were not identified, probably due to methodological limitations.

### 2.3. RNA-Seq Analysis

#### 2.3.1. Overall Changes in Gene Expression upon Treatments

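RNA of whole *B. rapa* seedlings (Chinese cabbage) was sequenced in 8 libraries, 2 biological replicates each of the untreated control and of the seedlings treated with 10 µM IAA-Ala, IPA-Ala or IBA-Ala. In these conjugates, alanine is bound to the auxins indole acetic, indole propionic or indole butyric acid. The paper describes 1-day-old seedlings and a treatment of 24 h, whereas the titles in the sample labels give 3 h; the paper's time is used here. The authors clipped the first 9 bases of the reads, which were about 50 bp long, aligned them to the genome of the cultivar Chiifu and counted the reads on each gene by strand. The deposited values are these counts, without normalization. Of the 46250 genes listed, 36020 had a count in at least 1 library. The counts on genes were 17552936 and 16616214 in the control replicates, 19521990 and 19195937 after IAA-Ala, 17323293 and 17275387 after IPA-Ala, and 18669504 and 18544936 after IBA-Ala. A gene with no count in a library is reported with an upper limit of 3 counts, which is between 0.154 and 0.181 CPM (counts relative to the depth of the library) before scaling and covers counting error only. Reads aligned at several places, between 2432970 and 2881490 per library, belong to no gene's count, so the level of a gene with a near-identical copy is uncertain. The files list genes by identifier, and the names are those that the paper pairs with the identifiers in Figures 5 and 6. Counts were scaled by edgeR's TMM factors, which lay between 0.946 and 1.05, and levels are given as CPM with the SD over the 2 replicates. Each treatment was compared with the control, and the treatments with each other, in fits of the 4 libraries concerned by edgeR's quasi-likelihood test. The fits used the genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment over the genes tested. DEGs are genes with an adjusted p below 0.01, the paper's threshold. Replicates differed by more than the sampling noise in each group, with a chi-square per gene of 45.6 between the control replicates and of 23.1, 22.4 and 23.1 between the replicates of IAA-Ala, IPA-Ala and IBA-Ala, where counting error alone gives about 1.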

After treatment of *B. rapa* seedlings with IAA-Ala, IPA-Ala and IBA-Ala, total RNA from two biological replicates was sequenced and analyzed. The read counts per gene were estimated for each replicate and compared to the untreated control. The PCA analysis of read counts per gene and per treatment shows specific groupings for the control and IAA-Ala replicates. 

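In the analysis of rlog values of the 500 most variable genes, PC1 held 66.4% of the variance and PC2 held 16.2%. The scores on PC1 were −15.4 and −18.3 for the control replicates, 4.43 and −4.81 for IAA-Ala, 4.30 and 5.51 for IPA-Ala, and 18.8 and 5.47 for IBA-Ala. Both control replicates lay below the 6 treated libraries on PC1. On PC2, the scores were −10.5 and −7.12 for IAA-Ala, 7.71 and −0.63 for the control, 1.20 and 1.77 for IPA-Ala, and 4.74 and 2.78 for IBA-Ala, so both IAA-Ala replicates lay below the other 6 libraries. The spread between replicates was largest on PC1 for IBA-Ala. The share of PC1 moved most, to 38.7%, when all genes were used. With each library left out in turn it lay between 52.6%, without control replicate 2, and 75.0%, without IAA-Ala replicate 1.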

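Over 27948 genes, the root mean square difference in log2 CPM between an IPA-Ala library and an IBA-Ala library averaged 0.632, and the 4 pairs of libraries lay between 0.561 and 0.721. The replicates were 0.591 apart for IPA-Ala and 0.604 for IBA-Ala, so that the distance between the 2 treatments was close to that between their own replicates. The distance averaged 0.780 between IAA-Ala and IPA-Ala and 0.840 between IAA-Ala and IBA-Ala. From the control, it averaged 0.842 to IAA-Ala, 0.753 to IPA-Ala and 0.858 to IBA-Ala, with 0.729 between the control replicates and 0.690 between the IAA-Ala replicates. When 2 treatments were compared directly by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes had an adjusted p below 0.01 between IBA-Ala and IPA-Ala, with 2146 of 26940 genes at an unadjusted p below 0.05. There were also 0 such genes between IAA-Ala and IPA-Ala and between IAA-Ala and IBA-Ala, with 6076 of 26762 and 7342 of 26952 genes at an unadjusted p below 0.05. At an adjusted p below 0.05, the same test gave 0, 626 and 1848 genes in these 3 comparisons. DESeq2 at 0.01 gave 91, 884 and 1780 genes.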

When comparing the IPA-Ala and IBA-Ala replicates to the controls and IAA-Ala treatments, the former group closely together, suggesting that there is a general similarity in gene expression following these treatments (Figure 2). 

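With 26769, 26827 and 27011 genes tested after IAA-Ala, IPA-Ala and IBA-Ala, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 13, 131 and 1 DEGs, of which 11, 124 and 1 had higher expression than in the control. The DEG after IBA-Ala was BraA03g059850.3C, named here after its values were seen. An unadjusted p below 0.05 was found for 3649, 2308 and 4020 genes. The smallest adjusted p from the quasi-likelihood test in edgeR was 0.000114, 0.00188 and 0.00986, and at an adjusted p below 0.05 there were 179, 336 and 443 genes. DESeq2, the tool named in the paper's methods, gave 373, 415 and 806 genes at an adjusted p below 0.01, of which 293, 375 and 602 had higher expression than in the control. Of the DEGs from edgeR, 13 of 13, 130 of 131 and 1 of 1 are also listed in Tables S1–S3. All genes of Tables S1–S3 changed in the same direction in edgeR's fits, with an unadjusted p below 0.05, and the median absolute difference in log2 fold change was 0.00236, 0.00572 and 0.00444.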

After treating *B. rapa* seedlings with IAA-Ala, IPA-Ala and IBA-Ala, we identified 371, 417 and 807 differentially expressed genes (DEGs), respectively (Tables S1–S3). The number of DEGs did not correlate with the total number of uniquely mapped reads (on average 2.31, 2.09 and 2.27 × 10^7^, respectively). Therefore, IBA-Ala treatment altered the gene expression of almost twice as many genes as IAA-Ala and IPA-Ala treatments, suggesting that it is the strongest effector among the conjugates used.

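The uniquely aligned reads numbered 23337222 and 22844749 in the IAA-Ala replicates, 20849836 and 20927984 in the IPA-Ala replicates, 22878031 and 22459299 in the IBA-Ala replicates, and 21770008 and 19957377 in the control replicates. Between 15.9% and 19.3% of them lay outside annotated genes. When the counts of all 8 libraries were thinned at random to those of the smallest library, the numbers of DEGs after IAA-Ala, IPA-Ala and IBA-Ala were 22, 115 and 1.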

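The ratio of the number of DEGs after IBA-Ala to that after IAA-Ala was 0.0769, and the ratio to that after IPA-Ala was 0.00763, in edgeR's fits of 4 libraries at an adjusted p below 0.01. At 0.02 there were 55, 207 and 181 genes after IAA-Ala, IPA-Ala and IBA-Ala. At 0.05 the 2 ratios were 2.47 and 1.32. With DESeq2 they were 2.16 and 1.94, and with all 8 libraries in one edgeR fit, which gave 10, 15 and 180 DEGs, they were 18 and 12. IPA-Ala had the most DEGs in each quasi-likelihood fit of 4 libraries at 0.01 that had the treatment as its only term. IBA-Ala had the most with DESeq2, with the spread estimated over all libraries, at 0.05, and in edgeR's likelihood ratio test, which was added after the numbers of DEGs had been seen and gave 466, 521 and 954 DEGs. The number of DEGs with one treatment was not tested against that with another. From its numbers of DEGs, the paper proposes that IBA-Ala is the strongest effector among the conjugates used.

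**Figure D1:**
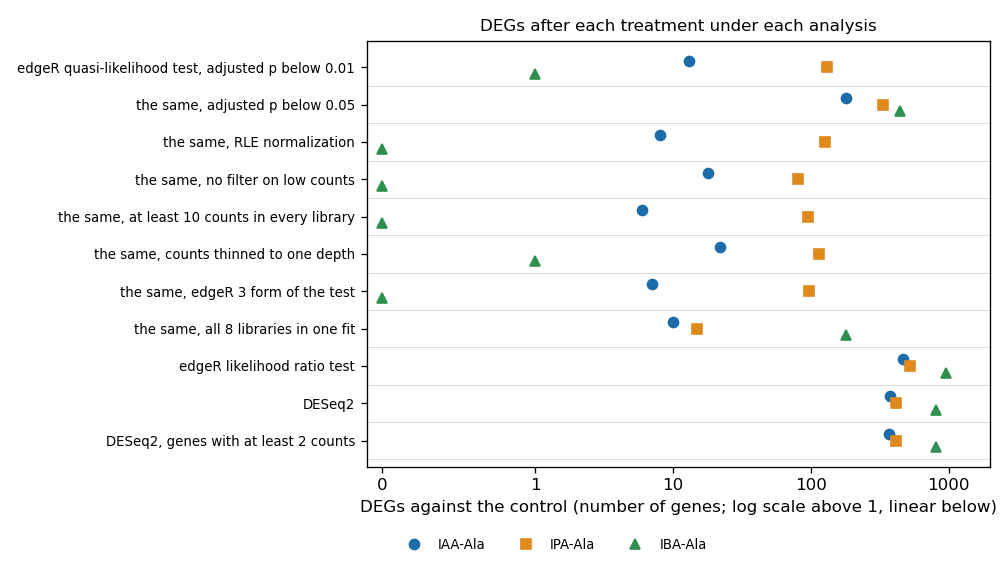
Number of DEGs against the control (x axis, log scale above 1 and linear below) after IAA-Ala (circles), IPA-Ala (squares) and IBA-Ala (triangles), for 11 analyses of the same counts that take no account of the replicate number (y axis). In these, the IBA-Ala point moves from 0 or 1 in 6 of the quasi-likelihood analyses to 954 in the likelihood ratio test, and the IPA-Ala point lies between 15 and 521.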

#### 2.3.2. Differentially Expressed Genes (DEGs) across Gene Ontology (GO) Categories Linked to Treatments

The distribution of DEGs across selected GO categories is shown in Figure 3A (the distribution of DEGs across all the annotated GO categories is available in Figure S2). The distribution of DEGs across GO categories is similar after all three treatments, indicating a similar qualitative effect. The quantitative differences, i.e., the higher number of affected genes after the IBA-Ala visible in Figure 3A, is in line with the higher number of DEGs detected after this treatment. The number of DEGs per category reflects in part the total number of genes that can potentially belong to the category, so categories with a large numbers of genes are expected to contain proportionally more DEGs. To compare whether some GO categories are disproportionately affected by the treatments, we performed a GSEA analysis (Figure 4).

The GO category of photosynthesis may represent an exception to the general patterns in the distribution of DEGs across GO categories following the three treatments, since no DEGs were detected after the application of IAA-Ala and IPA-Ala, as opposed to the IBA-Ala treatment (Figure 3A). In contrast to this observation, the effect on photosynthesis is detectable in the DEG-calls-independent GSEA analysis of all three data sets (Figure 4). Here, a disproportionately large number of photosynthetic genes were found at the lower level of the logFC ranking of genes, demonstrating a negative effect of IAA-Ala, IPA-Ala and IBA-Ala on the expression of photosynthetic genes. In addition, IBA-Ala affected more GO categories (activated and repressed) than IAA-Ala and IPA-Ala (Figure 4). All treatments activated the genes in the GO category “response to auxin”.

The three treatments differed only partially in the genes they affected. 

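Between the lists of DEGs from edgeR, 7 genes were shared by IAA-Ala and IPA-Ala, 1 by IPA-Ala and IBA-Ala and 0 by IAA-Ala and IBA-Ala, and 137 genes were DEGs after at least 1 treatment. The 13 DEGs after IAA-Ala changed in the same direction after IPA-Ala and after IBA-Ala, in each case with an unadjusted p below 0.05 for 13 of 13 and with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for 11. Of the DEGs after IPA-Ala, 129 were tested after IAA-Ala and 131 after IBA-Ala, all with the same direction, and 78 and 117 of them had an adjusted p below 0.05. With 0.05 as the threshold in all lists, 124, 135 and 242 genes were shared by IAA-Ala and IPA-Ala, by IAA-Ala and IBA-Ala, and by IPA-Ala and IBA-Ala. The same overlaps with DESeq2 at 0.01 held 210, 258 and 347 genes, and 973 genes were in at least 1 list.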

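No gene (0) was a DEG after all 3 treatments at an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 865 genes had an unadjusted p below 0.05 in all 3 comparisons with the control. The 1 DEG after IBA-Ala limits this number. At an adjusted p below 0.05 there were 111 common genes, and with DESeq2 at 0.01 there were 194.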

In total, 193 genes were common DEGs, i.e., genes that changed their expression after all three treatments (Figure S3). The changes in gene expression generally had the same direction (activation or repression) after different treatments compared to the control. 

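The 193 genes that Tables S1–S3 share were all tested in edgeR's fits, where 181 had higher and 12 lower expression than the control after all 3 treatments and 0 were mixed. These genes had been selected as DEGs against the same control libraries. Of the 945 genes tested that are in any of Tables S1–S3, 653 were higher after all 3 treatments, 239 were lower and 53 were mixed. Over all 26195 genes tested in the 3 comparisons, 50.3% had the same direction after all 3 treatments. The comparisons share their control libraries, which alone gives genes a common direction. In simulations of unchanged groups against the same controls, the 100 genes with the smallest p of a comparison were followed into another comparison. They had the same direction there in 98.3% of cases with the spread of each group and in 96.0% with one spread for all groups. This agreement is between pairs of comparisons, not across all 3. The simulations had a mean of 0 genes called per comparison and 0 in common. A shared control thus gave a common direction in them, but no DEGs. In edgeR's fits of the real libraries, 0 DEGs were common too. Of the 193 genes, 181 had all treated libraries above both controls and 12 below both. Over 27948 genes, 13.9% were separated in this way, against 7.14% by chance.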

The distribution of common DEGs across GO categories is similar to the distribution after the three treatments (Figure 3A,B). Overall, there seems to be a remarkable similarity between the effects of IAA-Ala, IPA-Ala and IBA-Ala on gene expression, as well as on the phenotype of *B. rapa* seedlings. 

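Across 26195 genes, which are not independent replicates, the log2 fold changes against the control had a Pearson correlation of 0.543 between IAA-Ala and IPA-Ala, 0.527 between IAA-Ala and IBA-Ala and 0.780 between IPA-Ala and IBA-Ala. The direction was the same for 62.0%, 61.3% and 77.2% of genes. In 20 simulations, all libraries were drawn unchanged with the spread of each group, and the comparisons shared the simulated control libraries. The simulated groups had mean correlations over the same genes of 0.581, 0.574 and 0.617. Their ranges were from 0.567 to 0.592, from 0.562 to 0.583 and from 0.606 to 0.628. Their directions matched for 72.3%, 72.0% and 72.5% of genes. Against these ranges, the correlation between IPA-Ala and IBA-Ala lay above and the other 2 below. With one spread for all groups, the simulated ranges were from 0.485 to 0.518, from 0.491 to 0.527 and from 0.493 to 0.517. The correlation between IAA-Ala and IBA-Ala lay at the upper end of its range and the other 2 above theirs, while directions matched for 66.8%, 66.9% and 66.8% of simulated genes, more than seen for the pairs with IAA-Ala and fewer than for IPA-Ala and IBA-Ala. An alternative added after the correlations had been seen gave each treatment a different control library. It used differences in log2 CPM over 27948 genes from a single control library, so measure, genes and noise differed as well. Its mean correlations were 0.179, 0.235 and 0.351. For IAA-Ala and IPA-Ala, this value was −0.0335 with control replicate 1 and 0.391 with control replicate 2 as the control of IAA-Ala. For IAA-Ala and IBA-Ala, the values were −0.00963 and 0.479 in the same order. For IPA-Ala and IBA-Ala, they were 0.294 with control replicate 1 and 0.408 with control replicate 2 as the control of IPA-Ala.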

A remarkable number of common DEGs are heat shock and other stress response proteins, a result consistent with the detrimental effects of the treatments on phenotype.

The 100 DEGs with the strongest changes in gene expression following treatments with IAA-Ala, IPA-Ala and IBA-Ala are shown in Figures S4–S6, respectively. 

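Of the 100 genes with the largest changes in each of Tables S1–S3, 97, 96 and 78 were tested in all 3 of edgeR's comparisons. The genes listed for IAA-Ala had a median absolute log2 fold change of 2.86 after IAA-Ala, 2.59 after IPA-Ala and 3.10 after IBA-Ala. In the list for IPA-Ala, the medians were 2.46 after IAA-Ala, 3.09 after IPA-Ala and 3.44 after IBA-Ala. In the list for IBA-Ala, they were 2.56, 3.09 and 4.07. The direction was mixed between treatments for 2 genes of the IAA-Ala list, 1 gene of the IPA-Ala list and 0 genes of the IBA-Ala list.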

Again, a similar direction (activation or repression) of the three treatments compared to the control can be seen, with different intensities of over- and under-expression, depending on the treatment.

#### 2.3.3. DEGs Linked to Auxin Metabolism

The DEGs involved in auxin metabolism are shown in Figure 5. The genes were annotated based on their similarity to the *A. thaliana* genes (see Methods 4.5). 

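Figure 5 names 12 auxin-related genes, *YDK1*, *IAA2*, *IAA29*, *GH3.3*, 4 *SAUR*-like genes, *YUC3*, *EIR1*, *C-S lyase* and *UGT74E2*. At an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of them were DEGs after IAA-Ala (*YDK1*, *IAA29* and *GH3.3*), 1 after IPA-Ala (*IAA2*) and 0 after IBA-Ala. At 0.05, 4, 6 and 6 of them passed. An unadjusted p below 0.05 was found for 11 of the 11 genes tested after IAA-Ala and for 12 of 12 after IPA-Ala and after IBA-Ala. Adjusted over the list alone, 7, 8 and 12 genes had an adjusted p below 0.01 in the edgeR test, but the study chose the list on these samples, so this is not independent evidence. With DESeq2, 4, 7 and 11 of the genes were DEGs, and with all 8 libraries in one edgeR fit 1, 0 and 5 were.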

As can be seen, treatment with IBA-Ala (Figure 5C) affected more auxin-related genes than treatments with IAA-Ala (Figure 5A) and IPA-Ala (Figure 5B). DEGs involved in auxin metabolism found after IAA-Ala treatment include the repressors *IAA2* and *IAA29* and the IAA amino acid conjugate synthetases *YDK1* (*GH3.2*) and *GH3.3*. 

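*YDK1* (BraA01g001510.3C) rose from 0.778 ± 0.406 CPM (SD, n = 2) in the control to 120 ± 21.6 CPM after IAA-Ala, a log2 fold change of 7.27 (standard error 0.41, adjusted p = 0.000114 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GH3.3* (BraA09g054360.3C) rose from 8.79 ± 3.39 to 218 ± 61.5 CPM, a log2 fold change of 4.62 (standard error 0.37, adjusted p = 0.000938 in the same edgeR test). For *IAA29* (BraA03g057220.3C), the level was 0.640 ± 0.020 CPM in the control and 18.5 ± 8.04 after IAA-Ala, a log2 fold change of 4.82 (standard error 0.50, adjusted p = 0.00501 in the same edgeR test). *IAA2* (BraA03g040660.3C) was at 4.54 ± 1.45 CPM in the control and 28.4 ± 6.15 after IAA-Ala. Its log2 fold change was 2.62 (standard error 0.34), and its adjusted p of 0.0133 in edgeR's quasi-likelihood test was above 0.01. Over the alternatives that adjusted p lay between 6.2e-09 and 0.0192. The highest adjusted p over the alternatives in edgeR or DESeq2 was 0.01001 for *YDK1*, 0.0134 for *GH3.3* and 0.0127 for *IAA29*. With all 8 libraries in one edgeR fit, *IAA2* was the only gene of Figure 5 called after IAA-Ala. With each library left out in turn, the log2 fold change stayed between 6.77 and 7.91 for *YDK1*, 4.29 and 5.06 for *GH3.3*, 4.30 and 5.20 for *IAA29*, and 2.35 and 2.98 for *IAA2*.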

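After IPA-Ala, the 4 *SAUR*-like genes of Figure 5 had log2 fold changes of 2.92 (BraA01g003500.3C, standard error 0.44), 4.15 (BraA01g003520.3C, standard error 0.82), 0.79 (BraA06g015440.3C, standard error 0.26) and 1.23 (BraA07g029140.3C, standard error 0.27). Their adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0112, 0.0358, 0.327 and 0.0654, in this order. With each library left out in turn, the log2 fold change of BraA01g003520.3C lay between 3.28 and 8.53, the latter without control replicate 1. For *YUC3* (BraA10g003150.3C), the level was 1.5 ± 0.431 CPM (SD, n = 2) in the control and 7.20 ± 1.92 after IPA-Ala. Its log2 fold change was 2.24 (standard error 0.42, adjusted p = 0.0331 in edgeR's quasi-likelihood test). None of the 5 had an adjusted p below 0.01 in that test, and their unadjusted p was below 0.05. With DESeq2, the adjusted p was below 0.01 for *YUC3* and for the *SAUR*-like genes other than BraA06g015440.3C.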

Other DEGs involved in auxin metabolism found after IPA-Ala treatment were the *SAUR*-like auxin-responsive protein family and *YUC3*, which encode proteins involved in IAA biosynthesis. Additional DEGs involved in auxin metabolism found only after IBA-Ala treatment were *EIR1*, *C-S lyase* and *UGT74E2*.

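*EIR1* (BraA03g012590.3C) had log2 fold changes of 1.44 after IBA-Ala (standard error 0.29), 1.18 after IAA-Ala (0.30) and 0.89 after IPA-Ala (0.30), with adjusted p of 0.0550, 0.137 and 0.323 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between treatments was 0.53 (standard error 0.21) from IPA-Ala to IBA-Ala and fell by 0.25 from IBA-Ala to IAA-Ala (standard error 0.20), with adjusted p of 0.59 and 0.464 in the same edgeR test. For *UGT74E2* (BraA08g034260.3C), the log2 fold change after IBA-Ala was 2.29 (standard error 0.31, adjusted p = 0.0150 in edgeR's quasi-likelihood test). *C-S lyase* (BraA03g054450.3C) fell by 1.83 on the log2 scale after IBA-Ala (standard error 0.38, adjusted p = 0.0580 in edgeR's quasi-likelihood test). With DESeq2, these 3 genes had an adjusted p below 0.01 after IBA-Ala and not after the other 2 treatments.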

A heatmap of the (rlog-transformed) read counts for DEGs involved in auxin metabolism is shown in Figure 5D. 

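The levels of the 12 genes of Figure 5 were compared library by library. In 11 of them, *YDK1*, *IAA2*, *IAA29*, *GH3.3*, *YUC3*, *EIR1*, *UGT74E2* and the *SAUR*-like genes, the mean after each treatment was above that of the control, and in *C-S lyase* it was below. The *SAUR*-like gene BraA01g003520.3C had 5 and 0 counts in the control replicates and 7 and 3 after IAA-Ala, so that a difference between these groups was not detectable at this depth, while it had 44 and 51 counts after IPA-Ala and 92 and 19 after IBA-Ala. *EIR1* was at 7.97 ± 1.48 CPM (SD, n = 2) in the control and at 18.2 ± 0.123, 14.9 ± 0.711 and 21.6 ± 3.67 CPM after IAA-Ala, IPA-Ala and IBA-Ala. *IAA2* was at 23.4 ± 4.66 CPM after IPA-Ala and 37.0 ± 1.74 after IBA-Ala.

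**Figure D2:**
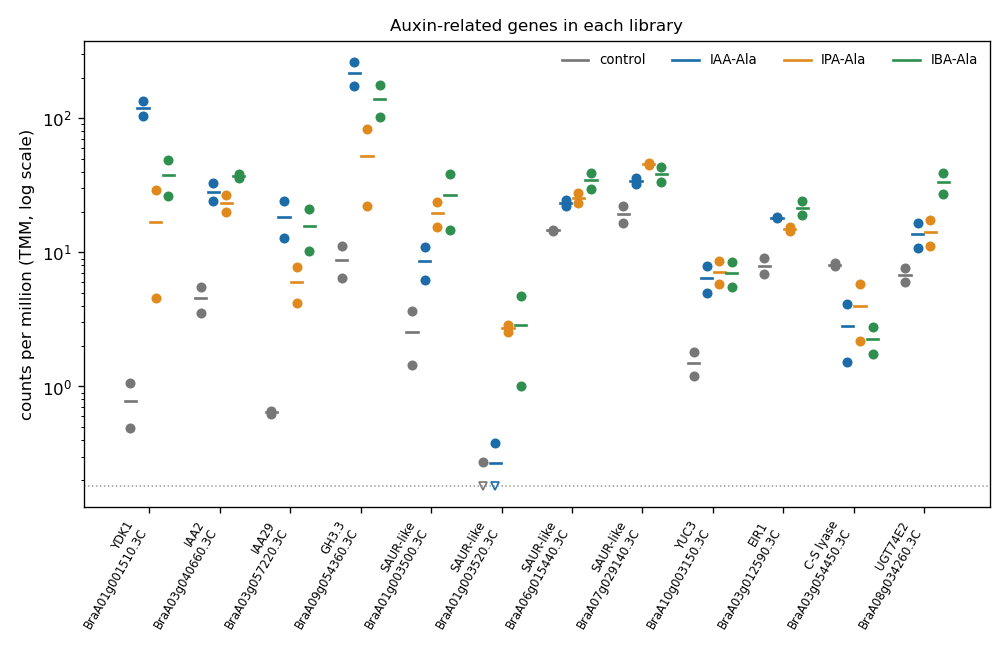
Level of the 12 genes of Figure 5 (x axis) in CPM (y axis, log scale) in the 2 libraries each of the control, IAA-Ala, IPA-Ala and IBA-Ala (points), with group means as bars. Open triangles on the dotted line are libraries with at most 3 counts, drawn at the highest upper limit, 0.181 CPM. The treated points lie below the control points for *C-S lyase* and above them for the other genes, except the *SAUR*-like gene BraA01g003520.3C, where IAA-Ala and control overlap.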

As can be seen, the expression of all detected genes, with the exception of *C-S lyase*, was higher under the applied treatments compared to the control. 

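*C-S lyase* (BraA03g054450.3C) was at 8.09 ± 0.336 CPM (SD, n = 2) in the control, 2.83 ± 1.85 after IAA-Ala, 4.01 ± 2.57 after IPA-Ala and 2.27 ± 0.731 after IBA-Ala. The replicates had 28 and 77 counts after IAA-Ala, 100 and 39 after IPA-Ala and 54 and 33 after IBA-Ala. Its log2 fold change was −1.52 after IAA-Ala (standard error 0.46) and −1.02 after IPA-Ala (standard error 0.44), with adjusted p of 0.187 and 0.544 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference from IPA-Ala was −0.82 for IBA-Ala (standard error 0.51) and −0.49 for IAA-Ala (standard error 0.58), with adjusted p of 0.73 and 0.667 in the same edgeR test. Between IAA-Ala and IBA-Ala it was 0.31 (standard error 0.54). These 3 differences changed sign when single libraries were left out, for example between IAA-Ala and IPA-Ala from −1.40, without IAA-Ala replicate 2, to 0.37, so the order of the treatments was within the spread between replicates.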

The *C-S lyase* gene, which is involved in IAA biosynthesis via the indole-3-acetaldoxime (IAOx) pathway [32], was most strongly downregulated by IPA-Ala, followed by IAA-Ala and IBA-Ala. The expression of *YDK1* was upregulated by IAA-Ala and IBA-Ala compared to IPA-Ala and the untreated control. 

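*YDK1* had log2 fold changes against the control of 5.61 after IBA-Ala (standard error 0.49) and 4.44 after IPA-Ala (standard error 0.84), with adjusted p of 0.0101 and 0.0340 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level was 37.8 ± 16.3 CPM (SD, n = 2) after IBA-Ala and 16.9 ± 17.4 after IPA-Ala, where the replicates had 79 and 519 counts and each was above both control replicates, with 9 and 17 counts. Without IPA-Ala replicate 2, the log2 fold change after IPA-Ala was 2.56, and without IPA-Ala replicate 1 it was 5.21. From IPA-Ala to IBA-Ala, the log2 difference was 1.16 (standard error 0.67, adjusted p = 0.711 in edgeR's quasi-likelihood test), within the spread between replicates.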

*SAUR*-like gene families were overexpressed in all treatments compared to the control, although the intensity was different in each treatment. 

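For the *SAUR*-like gene BraA01g003500.3C, the level was 2.55 ± 1.57 CPM (SD, n = 2) in the control, 8.61 ± 3.37 after IAA-Ala, 19.7 ± 5.92 after IPA-Ala and 26.6 ± 16.8 after IBA-Ala. BraA06g015440.3C was at 14.7 ± 0.178, 23.3 ± 1.66, 25.5 ± 3.1 and 34.4 ± 6.41 CPM, and BraA07g029140.3C at 19.3 ± 3.9, 34.0 ± 2.49, 45.6 ± 1.25 and 38.6 ± 7.03 CPM, in the same order. After IAA-Ala, these 3 genes had log2 fold changes of 1.72, 0.65 and 0.81 (standard errors 0.48, 0.27 and 0.27). After IBA-Ala, the values were 3.36, 1.23 and 1.00 (standard errors 0.57, 0.26 and 0.27). The adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.166, 0.322 and 0.241 after IAA-Ala and 0.0292, 0.0612 and 0.13 after IBA-Ala. BraA01g003520.3C was not tested after IAA-Ala because of its low counts and had a log2 fold change of 4.25 after IBA-Ala (standard error 1.14, adjusted p = 0.115 in edgeR's quasi-likelihood test). Leaving out single libraries moved this value between 2.77 and 8.70, the latter without control replicate 1. From IPA-Ala to IAA-Ala, this gene differed by −3.29 on the log2 scale (standard error 0.62, adjusted p = 0.0428 in the same edgeR test).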

The *UGT74E2* and *GH3.3* genes were overexpressed in all treatments, with the highest levels following the IBA-Ala and IAA-Ala treatments, respectively. 

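*UGT74E2* was at 33.4 ± 8.62 CPM (SD, n = 2) after IBA-Ala, 14.3 ± 4.32 after IPA-Ala, 13.6 ± 4.05 after IAA-Ala and 6.82 ± 1.16 in the control. Between treatments, IBA-Ala was above IPA-Ala by 1.22 on the log2 scale (standard error 0.28) and IAA-Ala was at −1.30 relative to IBA-Ala (standard error 0.27), with adjusted p of 0.451 and 0.0403 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *GH3.3* was at 52.8 ± 43.1 CPM after IPA-Ala and 140 ± 52.9 after IBA-Ala, with log2 fold changes of 2.57 (standard error 0.54) and 3.99 (standard error 0.39) and adjusted p of 0.0602 and 0.0113 in the same edgeR test. Relative to the other treatments, *GH3.3* after IAA-Ala was higher by 2.05 than after IPA-Ala (standard error 0.51) and by 0.63 than after IBA-Ala (standard error 0.29), with adjusted p of 0.0687 and 0.216 in edgeR's quasi-likelihood test.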

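For *YDK1*, the log2 difference of IAA-Ala was 2.82 from IPA-Ala (standard error 0.62) and 1.66 from IBA-Ala (standard error 0.30), with adjusted p of 0.0550 and 0.0288 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *IAA29* was at 6.00 ± 2.55 CPM (SD, n = 2) after IPA-Ala and 15.7 ± 7.78 after IBA-Ala, and its log2 fold changes against the control were 3.21 (standard error 0.52) and 4.599 (standard error 0.52). The log2 difference of IAA-Ala was 1.62 from IPA-Ala (standard error 0.38) and 0.24 from IBA-Ala (standard error 0.40), with adjusted p of 0.0618 and 0.749 in the same edgeR test. When single libraries were left out, the difference of *IAA29* between IAA-Ala and IBA-Ala lay between −0.29 and 0.86, so it was within the spread between replicates.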

IAA-Ala caused higher expression of *YDK1* and *IAA29* compared to the other treatments.

All of the genes known to be involved in auxin metabolism in *A. thaliana* that were found in *B. rapa* in this work were analyzed using a heatmap (Figure S7). 

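For the 33 auxin-related genes of Figures 5 and 6 with more than 3 counts in at least 4 libraries, the group means of log2 CPM were compared as the root mean square difference over the genes. It was 0.734 between IPA-Ala and IBA-Ala, 0.884 between IAA-Ala and IBA-Ala and 1.04 between IAA-Ala and IPA-Ala. The difference that the spread between replicates alone gives for means of 2 libraries lay between 0.564 and 0.669 in the 4 groups. Over all 27948 genes, the same differences were 0.473, 0.709 and 0.638. From the control, the 33 genes differed by 1.93 after IAA-Ala, 1.505 after IPA-Ala and 1.96 after IBA-Ala.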

The effects of IBA-Ala and IPA-Ala on auxin metabolism in *B. rapa* were more similar to each other than the effects of IAA-Ala. The expression pattern of a more specific group of genes (not necessarily DEGs) involved in auxin metabolism is shown in Figure 6. 

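Figure 6 lists 33 genes, of which 24, 23 and 24 had enough counts to be tested after IAA-Ala, IPA-Ala and IBA-Ala. Of these, 13, 10 and 14 were higher and 11, 13 and 10 were lower than in the control. An unadjusted p below 0.05 was found for 4, 6 and 8 of them. At an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 of them passed after IAA-Ala (*GH3.3*) and 0 passed after IPA-Ala and IBA-Ala. Adjusted over the list alone, 1, 2 and 3 passed. Of the 10 *YUC* genes and 11 *GH3* genes listed, *YUC10*, *YUC11* and *GH3.12* had no count in any library.

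**Figure D3:**
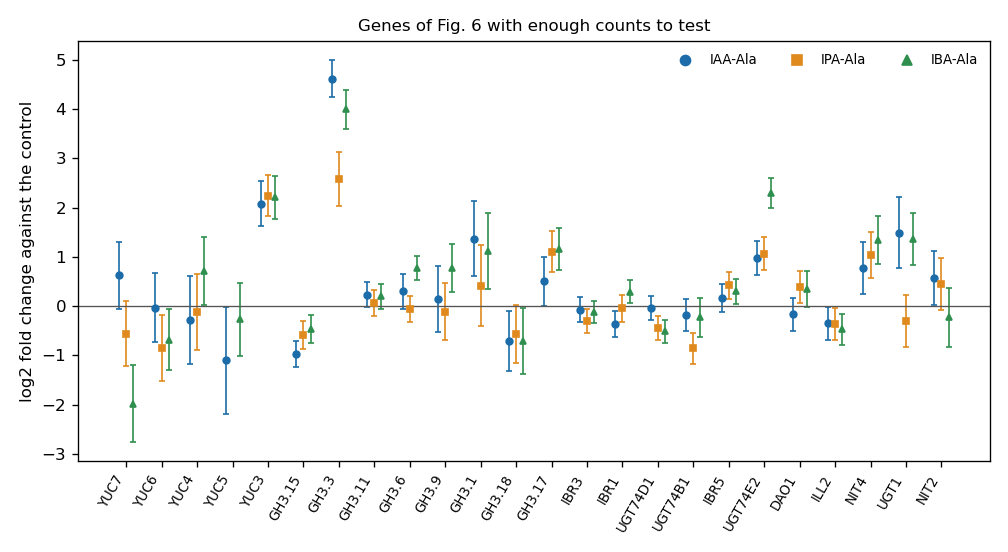
Log2 fold change against the control (y axis) with its standard error (bars) for the 24 genes of Figure 6 that were tested (x axis), after IAA-Ala (circles), IPA-Ala (squares) and IBA-Ala (triangles), from edgeR's fits of 4 libraries with 2 replicates per group. Apart from *GH3.3*, *YUC3* and *UGT74E2*, most values lie within a few standard errors of 0.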

Since the change in expression of most of these genes was not strong enough to be statistically significant, Figure 6 can only show general trends and/or hypotheses. For example, there appears to be a tendency for IPA-Ala to have a stronger inhibitory effect on most *YUC* genes compared to the control and other treatments. 

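With edgeR, 5, 4 and 5 of the *YUC* genes could be tested after IAA-Ala, IPA-Ala and IBA-Ala. Their median log2 fold change was −0.03, −0.34 and −0.27, and 2, 1 and 2 of them were higher than in the control. As a set, no difference from the other genes was detected (camera, a test of gene sets in limma run on edgeR's fits with a preset correlation of 0.01, 2-sided, Benjamini-Hochberg adjusted over 6 set tests, adjusted p = 0.533, 0.533 and 0.799). The set included *YUC3*, which was higher after each treatment. The test therefore cannot decide whether the other *YUC* genes fell. The median after IAA-Ala was −0.40 without IAA-Ala replicate 1 and 0.46 without IAA-Ala replicate 2, that after IPA-Ala −0.62 without IPA-Ala replicate 1 and 0.04 without IPA-Ala replicate 2, and that after IBA-Ala −0.99 without IBA-Ala replicate 2 and 0.29 without IBA-Ala replicate 1. With all 8 libraries in one fit, where 5 genes were tested, the median after IPA-Ala was −0.55. Without a filter on low counts, which adds genes whose fitted values depend on the prior count, the medians of 8 genes were −0.16, −0.70 and −0.14. The highest *YUC* level apart from *YUC3* was 1.65 ± 1.19 CPM (SD, n = 2), for *YUC7* after IAA-Ala, so counting error is large in this family. Between treatments, *YUC6* (BraA06g032880.3C) was higher by 0.83 on the log2 scale after IAA-Ala than after IPA-Ala (standard error 0.74), and *YUC4* (BraA02g003880.3C) higher by 0.82 after IBA-Ala than after IPA-Ala (standard error 0.69), both with an unadjusted p above 0.05.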

All treatments appear to have a tendency to downregulate *GH3.15* and *GH3.18* and upregulate *GH3.3*, *GH3.11*, *GH3.1* and *GH3.17* (Figure 6B). 

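*GH3.15* (BraA03g005710.3C) was at 117 ± 24.7 CPM (SD, n = 2) in the control and at 60.02 ± 11.1, 78.0 ± 19.9 and 84.8 ± 21.9 CPM after IAA-Ala, IPA-Ala and IBA-Ala. Its log2 fold changes were −0.97, −0.59 and −0.47 (standard errors 0.27, 0.29 and 0.28), with adjusted p of 0.169, 0.634 and 0.479 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *GH3.18* (BraA05g017470.3C) had values of −0.71, −0.57 and −0.71 (standard errors 0.62, 0.59 and 0.67), and without control replicate 2 they were 0.32, 0.45 and 0.31. For *GH3.11* (BraA05g001430.3C), the values were 0.23, 0.07 and 0.20 (standard errors 0.25, 0.26 and 0.26), each smaller than its standard error. As a set, 8 *GH3* genes had median log2 fold changes of 0.26, 0.00484 and 0.77, with adjusted p of 0.0389, 0.533 and 0.0106 from camera on edgeR's fits. The set's call after IBA-Ala held under fry, a rotation test of gene sets (adjusted p = 0.0432), and that after IAA-Ala did not (adjusted p = 0.257), and neither held with the correlation estimated from the data (adjusted p = 0.372 for both in limma). The median after IPA-Ala was −0.00345 with RLE in place of TMM normalization in edgeR.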

In all treatments, the genes encoding glycosyltransferases *UGT74D1* and *UGT74B1* appear to have been downregulated and *UGT74E2* upregulated (Figure 6C). 

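*UGT74D1* (BraA04g022840.3C) was at 125 ± 11.2 CPM (SD, n = 2) in the control and at 122 ± 1.96, 92.6 ± 5.52 and 88.0 ± 10.3 CPM after IAA-Ala, IPA-Ala and IBA-Ala. The log2 fold changes were −0.04, −0.44 and −0.51 (standard errors 0.25, 0.25 and 0.23). That after IAA-Ala was −0.15 without control replicate 1 and 0.07 without control replicate 2, so no direction was detectable there. *UGT74B1* (BraA09g039260.3C) was at 49.1 ± 20.0 CPM in the control and at 43.7 ± 10.7, 27.3 ± 1.75 and 42.0 ± 21.3 CPM after the treatments. Its log2 fold changes were −0.19, −0.85 and −0.23 (standard errors 0.33, 0.31 and 0.40), of which those after IAA-Ala and IBA-Ala were 0.33 and 0.26 without control replicate 2.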

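*NIT2* (BraA03g012980.3C) was at 1.39 ± 0.730 CPM (SD, n = 2) in the control, 2.13 ± 0.0258 after IAA-Ala, 1.95 ± 0.131 after IPA-Ala and 1.21 ± 0.542 after IBA-Ala. The counts were between 14 and 40 per library. The log2 fold changes of *NIT2* were 0.58, 0.45 and −0.23 (standard errors 0.55, 0.52 and 0.60), with adjusted p of 0.675, 0.917 and 0.885 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and their unadjusted p was above 0.05.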

*NIT2*, which is involved in the alternative IAA biosynthetic pathway (IAOx pathway), also showed a tendency to be induced in the treatments used here, except after IBA-Ala. 

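*DAO1* (BraA08g030300.3C) was at 10.7 ± 3.74 CPM (SD, n = 2) in the control, 9.63 ± 1.92 after IAA-Ala, 14.1 ± 1.14 after IPA-Ala and 13.7 ± 5.12 after IBA-Ala. The log2 fold changes were −0.17, 0.38 and 0.35 (standard errors 0.34, 0.32 and 0.37), with adjusted p of 0.869, 0.865 and 0.705 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The value after IBA-Ala was −0.09 without IBA-Ala replicate 2, and that after IAA-Ala was 0.22 without control replicate 1.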

*DAO1*, which is responsible for the oxidation of IAA and IAA-amino acid conjugates, showed a tendency towards induction in IBA-Ala and IPA-Ala treatments. The similarity of effects between the three auxin conjugate treatments may lend additional credence to the observed trends in Figure 6, but further experiments are required to confirm them.

## 3. Discussion

### 3.1. Root Growth Inhibition by Auxin Amino Acid Conjugates

The inhibitory effect of auxin amino acid conjugates IAA-Ala, IPA-Ala and IBA-Ala on Chinese cabbage root growth has been documented earlier, in a concentration range of 0.1 μM to 0.1 mM [8]. Here, we applied the same amino acid conjugates at a concentration of 10 μM to examine their effect on the auxin metabolome and transcriptome with a special focus on auxin responsive genes. Root growth inhibition caused by a 10 μM concentration of applied amino acid conjugates was in accordance with previous results [8]; IBA-Ala and IPA-Ala were shown to be more potent inhibitors of root growth compared to IAA-Ala (Figure S1). Similarly, root growth inhibitory effects for IAA conjugates were reported for *A. thaliana* [3,33].

### 3.2. Auxin Metabolome

To determine whether these conjugates have an effect on changes in auxin metabolism, the profile and content of auxin metabolites in *B. rapa* seedlings after treatment with these conjugates were investigated by UHPLC-MS/MS analysis.

The content of auxin biosynthetic precursors in *B. rapa* seedlings was relatively constant after 24 h of treatment with all conjugates, thus excluding auxin biosynthesis as a mechanism to control free IAA content under our experimental conditions. Until recently, free IAA content was thought to account for about 25% of total IAA, depending on the plant species [4]. However, considering the results of the analysis in this study, as well as previous analyses of auxin metabolism [10,34], the content of conjugates relative to free IAA is much lower than previously thought. In addition, the tryptophan content is very high (in the milligram scale) compared to most other precursors and metabolites, which has already been observed in *A. thaliana* [10].

When compared to the corresponding control, the levels of IAA-Asp and IAA-Glu, which have been identified as precursors of the catabolic pathway [4], do not change significantly when treated with the auxin conjugates. This suggests that, in our experimental setup, the mechanism of reduction of IAA by conjugating IAA to Asp and Glu was unaffected. There was a significant decrease in IAA-Asp after the IPA-Ala treatment compared to the IAA-Ala treatment. It is possible that an excess of hydrolyzed IPA cannot be converted to IAA and consequently increases the level of IAA-Asp as a potential catabolic precursor. Another scenario would involve its conjugation back to IPA-amino acid conjugates such as IPA-Asp, but we cannot confirm this at this stage due to the limitations of the analytical methods. This is in contrast to the results observed with exogenous IAA treatments [35,36], where “feeding” *A. thaliana* with high concentrations of IAA (above 5 µmol L^−1^) increased IAA conjugation to Asp and Glu and further oxidation of IAA-Asp to oxIAA-Asp and OH-IAA-Asp, while treatments with lower concentrations of exogenous IAA (below 0.5 µmol L^−1^) mainly increased oxIAA. Recent research has shed new light on auxin inactivation as a part of auxin homeostasis and has shown that the process of auxin inactivation is more complex, comprising the complete GH3-ILR1-DAO enzyme pathway [30,31]. It has been shown that IAA is first converted to IAA-amino acid conjugates (IAA-Asp and IAA-Glu) by GH3 enzymes, and then IAA-Asp and IAA-Glu can be converted back to IAA by ILR1/ILL amidohydrolases or irreversibly oxidized to oxIAA-Asp and oxIAA-Glu by DAO1 dioxygenase. oxIAA-Asp and oxIAA-Glu can subsequently be hydrolyzed by ILR1 to release inactive oxIAA. Furthermore, based on comparative feeding experiments on *A. thaliana*, *Picea abies* and *Physcomitrium patens*, Brunoni et al. [31] reported that the pathway of auxin inactivation is species-specific. At the moment, we were not able to measure all intermediates of the auxin inactivation pathway. Therefore, the metabolites oxIAA and oxIAA-glc were identified as the major catabolic products under our experimental conditions. It has been previously shown that oxIAA has a low biological activity, and it has also been found to vary at the cellular level in the root tip [37]. Tissue-specific fluctuations (as well as variations between cell types) leading to the formation of auxin gradients should also be considered in *B. rapa* seedlings, but in our work we focused on auxin content at the level of the whole seedling. All treatments showed a tendency to increase oxIAA content compared to the control, although IBA-Ala did not show statistical significance as observed for IPA-Ala and IAA-Ala. Further, oxIAA-glc metabolite was increased in all treatments, with the IBA-Ala treatment being statistically significant. Based on current knowledge, excess IAA produced by IAA-Ala hydrolysis is metabolized into catabolic metabolites oxIAA and/or oxIAA-glc to maintain acceptable auxin levels for plant survival [30,35]. IBA released by IBA-Ala hydrolysis can also be converted to IAA by β-oxidation as previously described [11,12], which resulted in increased levels of oxIAA and oxIAA-glc in seedlings treated with IBA-Ala. So far, we have no experimental evidence for the conversion of IPA to IAA, so an increased content of oxIAA after IPA-Ala treatment requires additional experiments to explain this observation. Interestingly, conjugates IAA-Ala and IAA-Leu were only identified in *B. rapa* seedlings when treated with IAA-Ala. Nevertheless, the content of IAA-Ala and IAA-Leu is on the nanogram scale, as was the case with the conjugates IAA-Asp and IAA-Glu. This could indicate that an excess of IAA could also be conjugated to other amino acid conjugates such as IAA-Leu in addition to IAA-Asp and IAA-Glu.

Free forms of the auxins IPA and IBA were only detected in IPA-Ala and IBA-Ala feeding experiments (Figure 1), which is direct evidence for the hydrolyzes of IPA-Ala and IBA-Ala conjugates in vivo. According to our results, the content of IPA is about 6 µg g^−1^ dw, while the content of IBA is about 1.2 µg g^−1^ dw, and IAA is 0.12 µg g^−1^ dw, directly reflecting the reported increased catalytic efficiency and substrate specificity of auxin amino acid conjugate-hydrolases towards IPA-Ala and IBA-Ala compared to IAA-Ala [8]. IPA and IBA were previously described as very potent auxins that inhibited root growth. Thus, free IBA and IPA in the IBA-Ala and IPA-Ala treatments, respectively, in addition to free IAA, are consistent with the stronger inhibition of root growth measured after these treatments compared to the IAA-Ala treatment and the corresponding control.

### 3.3. Transcriptome Analysis

Specific alterations in gene transcription occurred in *B. rapa* seedlings after treatments with all auxin amino acid conjugates. In comparison to the untreated control, the treatments exhibited comparable patterns and resulted in the overexpression of several genes (Figure S3). Treatments with long-chained conjugates (IBA-Ala and IPA-Ala) showed more similar effects on the transcriptome compared to IAA-Ala and control conditions (Figure 2), consistent with their similarities in inhibition of root growth and disruption of auxin metabolism. IBA-Ala caused many more DEGs (807) compared to IPA-Ala (417) and IAA-Ala (371) (Figure 3 and Figure 4). Due to the lack of literature describing transcriptome analyses after treatments with auxin conjugates, we cannot compare our data with others. However, there are some data on the effects of auxin treatment on the transcriptomes of *Eucalyptus* [38], *A. thaliana* [39] and *B. napus* [40]. IBA feeding experiments on *Eucalyptus* resulted in changes in the expression of 702 transcripts [38]. This represents a high number of DEGs and is consistent with our data from the IBA-Ala treatment.

We were particularly interested in how treatments with amino acid conjugates affected auxin-related genes. Volcano plots (Figure 5) show that there are auxin-related genes with significant changes in expression (i.e., DEGs), especially under IBA-Ala, compared to IPA-Ala and finally IAA-Ala treatments. All of the DEGs detected, with the exception of C-S-lyase, were upregulated depending on the treatments, but to varying degrees. A more detailed analysis was performed to compare the effects of the treatments on various *YUC* genes (Figure 6A), *GH3* genes (Figure 6B) and various genes of interest such as *UGT*, *IBR*, etc. (Figure 6C). Since there is no information in the literature on the effects of auxin amino acid conjugates on the auxin transcriptome, we analyzed transcriptomic data in *A. thaliana* after 1 µM IAA treatment available in the database (*A. thaliana* eFP Browser (http://bar.utoronto.ca/, accessed on 1 June 2022) [41,42]. The positions of genes in the auxin metabolic pathway and their expression patterns after IAA treatments are shown in Figure 7 to compare these with our data.

The proteins encoded by the *YUC* genes are responsible for the conversion of the precursor IPyA into IAA. 

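*YUC5* (BraA06g043510.3C) had 0 and 12 counts in the IAA-Ala replicates, 10 and 2 after IPA-Ala, and between 6 and 16 in the control and IBA-Ala libraries. Its log2 fold change was −1.10 after IAA-Ala (standard error 1.09) and −0.27 after IBA-Ala (standard error 0.74), and it was not tested after IPA-Ala. *YUC6* had log2 fold changes of −0.03, −0.85 and −0.69 after IAA-Ala, IPA-Ala and IBA-Ala (standard errors 0.70, 0.67 and 0.62), and the first of these was 0.05 on thinned counts. *YUC4* had −0.29, −0.12 and 0.71 (standard errors 0.89, 0.77 and 0.70). *YUC8* (BraA08g018860.3C) had 5 and 2 counts in the control replicates, 0 and 5 after IAA-Ala, 1 and 0 after IPA-Ala and 4 and 5 after IBA-Ala. *YUC9* (BraA09g065020.3C) had 2 counts in control replicate 2 and in IBA-Ala replicate 2 and 0 in the other 6 libraries, so all were at or under the upper limit of 3 counts and a difference was not detectable at this depth.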

All conjugate treatments show a tendency to inhibit the expression of the *YUC5*, *YUC6* and *YUC9* genes, while some treatments cause inhibition of *YUC4* (IAA-Ala, IPA-Ala), *YUC7* (IPA-Ala, IBA-Ala) and *YUC8* (IAA-Ala, IPA-Ala) (Figure 6A), similar to the free auxin treatment (Figure 7). 

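*YUC3* was at 6.45 ± 2.14 CPM (SD, n = 2) after IAA-Ala and 6.99 ± 2.08 after IBA-Ala. Its log2 fold changes against the control were 2.08 (standard error 0.46) and 2.21 (standard error 0.44), with adjusted p of 0.0885 and 0.0501 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each treated replicate was above both control replicates, with 33 and 19 counts in the control and between 92 and 164 after the treatments.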

Only *YUC3* showed higher expression in all treatments compared to the control, which also corresponds to the longest treatment with free IAA (3 h) (Figure 7). 

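*YUC7* (BraA05g011570.3C) had 46 and 15 counts in the IAA-Ala replicates, 16 and 20 in the control, 17 and 8 after IPA-Ala and 2 and 8 after IBA-Ala. Its log2 fold change was 0.63 after IAA-Ala (standard error 0.67), −0.56 after IPA-Ala (standard error 0.66) and −1.98 after IBA-Ala (standard error 0.78), with adjusted p of 0.72, 0.918 and 0.281 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without IAA-Ala replicate 1, the value after IAA-Ala was −0.40. From IBA-Ala to IAA-Ala, the log2 difference was 2.62 (standard error 0.91, adjusted p = 0.113 in the same edgeR test), and from IPA-Ala to IAA-Ala it was 1.20 (standard error 0.73).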

Notably, the *YUC7* gene is overexpressed only in the treatment with IAA-Ala compared to the others, which is consistent with the publicly available data from the treatments with free IAA (Figure 7). When compared to the control and IAA-Ala treatments, the IBA- and IPA-Ala treatments tended to have a higher inhibitory effect on the majority of *YUC* genes. In agreement with this result, IBA-Ala and IPA-Ala caused a significant decrease in free IAA and a more pronounced inhibition of root growth compared to the control and IAA-Ala treatments. 

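*GH3.1* (BraA09g010220.3C) had 3 and 22 counts in the control replicates and was at 1.94 ± 0.698, 0.997 ± 0.257 and 1.62 ± 0.559 CPM (SD, n = 2) after IAA-Ala, IPA-Ala and IBA-Ala. Its log2 fold changes were 1.37, 0.42 and 1.12 (standard errors 0.77, 0.82 and 0.77). That after IPA-Ala was −0.47 without control replicate 1 and 2.55 without control replicate 2. *GH3.17* (BraA07g011840.3C) was at 1.76 ± 0.364 CPM in the control and at 2.54 ± 0.854, 3.82 ± 0.468 and 3.97 ± 0.734 CPM after the treatments, with log2 fold changes of 0.50, 1.103 and 1.16 (standard errors 0.50, 0.42 and 0.42). The adjusted p of the latter 2 was 0.443 and 0.248 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *GH3.6* (BraA02g013860.3C) had log2 fold changes of 0.30, −0.06 and 0.77 (standard errors 0.35, 0.26 and 0.24).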

Remarkably, all treatments with auxin conjugates up-regulated the expression of *GH3.3*, *GH3.1* and *GH3.17* (Figure 6B), similar to the treatment with free IAA, which induced their expression together with *GH3.1* to *GH3.6* (Figure 7). At least for Arabidopsis, the substrates for most of the different GH3 proteins have been elucidated. The GH3.3 as well as the other GH3 proteins 3.1 to 3.6 are involved in the conjugation of IAA and oxIAA to amino acids [31,44]. 

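*GH3.12* (BraA02g004780.3C) had 0 counts in each of the 8 libraries, which allows up to 0.154 CPM in IAA-Ala replicate 1 and up to 0.181 CPM in control replicate 2. *GH3.8* (BraA02g015820.3C) had at most 1 count in any library.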

The GH3.12 protein is involved in the biosynthesis of salicylic acid [45] and its expression was not detected in our system (Figure 6B). Similar observations of the inducible effects of IAA treatment on *GH3* genes have been reported by other authors [39,46]. *GH3.2 (YDK1)* was significantly induced by the treatments applied here (Figure 5), and some *GH3* genes showed a tendency to induce their expression after treatments with auxin conjugates (Figure 6B,) although this had no effect on the level of identified auxin amino acid conjugates (IAA-Asp and IAA-Glu) in *B. rapa* seedlings after the treatments. Based on the data of Brunoni et al. [31], the group II GH3 enzymes, AtGH3.1, AtGH3.2, AtGH3.3, AtGH3.5, AtGH3.6 and AtGH3.17, showed activity with oxIAA; AtGH3.2, AtGH3.3 and AtGH3.5 conjugated oxIAA preferentially with Asp, whereas AtGH3.1 and AtGH3.6 conjugated oxIAA exclusively with Asp and AtGH3.17 with Glu. Furthermore, AtGH3.2 conjugates oxIAA with Leu and Phe. Because we were unable to measure oxIAA-amino acid conjugates at the time of these experiments, additional studies are needed to confirm the presence of potential oxidized auxin conjugates under IAA-Ala, IPA-Ala and IBA-Ala treatments.

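*UGT74E2* had log2 fold changes against the control of 0.98 after IAA-Ala (standard error 0.34) and 1.06 after IPA-Ala (standard error 0.33), with adjusted p of 0.251 and 0.275 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out single libraries moved them between 0.65 and 1.25 and between 0.72 and 1.34, and each treated replicate was above both control replicates, which had 110 and 122 counts.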

*UGT74E2* showed a tendency for expression induction after the treatments but did not significantly change the level of IAA-glc (Figure 1 and Figure 6C). *IBR* genes, which are thought to be responsible for the conversion of IBA to IAA, were mostly inhibited or remained unchanged by the treatments. However, *IBR1* shows a tendency to increase expression upon IBA-Ala treatment (Figure 6C). 

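*IBR3* (BraA05g038700.3C) was at 95.8 ± 10.4 CPM (SD, n = 2) in the control and at 92.1 ± 4.77, 78.3 ± 3.01 and 88.3 ± 4.57 CPM after IAA-Ala, IPA-Ala and IBA-Ala. The log2 fold changes of *IBR3* were −0.07, −0.30 and −0.12 (standard errors 0.25, 0.25 and 0.23). *IBR5* (BraA07g007390.3C) was at 18.5 ± 3.10 CPM in the control and at 21.0 ± 3.55, 24.9 ± 3.65 and 22.8 ± 0.307 CPM after the treatments, with log2 fold changes of 0.17, 0.42 and 0.30 (standard errors 0.28, 0.27 and 0.26).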

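*IBR1* (BraA09g026060.3C) was at 109 ± 1.16 CPM (SD, n = 2) after IBA-Ala, 88.9 ± 15.4 in the control, 86.4 ± 21.0 after IPA-Ala and 69.8 ± 8.98 after IAA-Ala. The log2 fold change after IBA-Ala was 0.29 (standard error 0.24, adjusted p = 0.607 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the values after IAA-Ala and IPA-Ala were −0.36 (standard error 0.26) and −0.05 (standard error 0.28). Between IAA-Ala and IBA-Ala the log2 difference was −0.64 (standard error 0.16, adjusted p = 0.0577 in the same edgeR test).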

The detection of IPA and IBA in feeding experiments with IPA-Ala and IBA-Ala is direct evidence for the hydrolysis of these conjugates in vivo. 

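*ILL2* (BraA03g012870.3C) was at 10.2 ± 2.47 CPM (SD, n = 2) in the control, 8.03 ± 0.564 after IAA-Ala, 7.93 ± 1.29 after IPA-Ala and 7.29 ± 0.187 after IBA-Ala. The log2 fold changes of *ILL2* were −0.35, −0.36 and −0.47 (standard errors 0.33, 0.32 and 0.32), with adjusted p of 0.677, 0.88 and 0.527 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They kept their sign with each library left out in turn, and their unadjusted p was above 0.05.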

Consistent with the qPCR results of Savić et al. [8], there is a trend for the *ILL2* gene, which encodes a conjugate hydrolase, to be suppressed after treatments as compared to the control (Figure S7). Consequently, treatment with free IAA downregulated auxin amido-hydrolases (*ILR*, *ILL*, and *IAR3*) (Figure 7).

Our transcriptomic data are largely consistent with transcriptomic data obtained from free IAA treatments in Arabidopsis and confirm that free auxins released by hydrolysis of the conjugates used here (IPA, IBA and IAA) are responsible for gene regulation, auxin homeostasis and consequently root growth inhibition. Further experiments with other auxin conjugates are necessary to elucidate their role in plant development.

## 4. Materials and Methods

### 4.1. Plant Materials

Seeds of Chinese cabbage (*Brassica rapa* L. ssp. *pekinensis* (Lour.) Hanelt cv. Cantonner Witkrop) were purchased from ISP International Seed Processing GmbH, Quedlinburg, Germany. Following sterilization, seeds were germinated and the 1-day-old seedlings were placed on 1% agar plates, supplemented with the hormones idole-3-acetyl-L-alanine (IAA-Ala), indole-3-propionyl-L-alanine (IPA-Ala) and indole-3-butyryl-L-alanine (IBA-Ala) in 0.01 mM concentration as described earlier [8]. IAA-Ala, IPA-Ala and IBA-Ala were synthesized as previously published. Seedlings on hormone-free agar plates were used as a control. Following incubation of the seedlings under continuous light for a further 24 h at 22 °C, the increase in root lengths was monitored. Plates were then scanned (Canon scanner) and root images analyzed with the program ImageJ v.1.53s (Figure S1B). Two-day-old seedlings used for analyses of auxin were lyophilized.

### 4.2. Auxin Quantification

IAA metabolite profiling was performed as described earlier [10] using 2 mg of lyophilized material. Briefly, freeze-dried samples were homogenized using a MixerMill (Retsch GmbH, Haan, Germany) and extracted in 1 mL of ice-cold 50 mM sodium phosphate buffer (pH 7.0) containing 0.1% sodium diethyldithiocarbamate and the following deuterium- or ^13^C-labeled internal standards: [^2^H_4_]ANT, [^13^C_6_]IAA, [^2^H_5_]IAM, [^2^H_5_]IAOx, [^2^H_4_]IPyA, [^13^C_6_]oxIAA, [^2^H_4_]TRA, [^13^C_6_]IAA-Asp, [^13^C_6_]IAA-Glu, [^13^C_6_]IAA-glc, [^13^C_6_]oxIAA-glc, [^2^H_5_,^15^N]IAA-Ala, [^2^H_5_,^15^N]IAA-Leu, [^13^C_6_,^15^N]IBA, [^2^H_2_]IPA (5 pmol per sample); [^2^H_4_]IAN (10 pmol per sample) and [^2^H_5_]TRP (50 pmol per sample). Indole-3-acetic acid and other indole compounds were obtained from OlChemIm (Olomouc, Czech Republic). The resulting extract was divided into two equal volumes. The first volume was acidified with 1 M HCl to pH 2.7 and purified by solid phase extraction (SPE) using OasisTM HLB columns (30 mg, 1 mL; Waters, Milford, MA, USA). The second volume of the supernatant was derivatized by incubation with 3 mL of a 0.25 M cysteamine solution (pH 8.0) for 1 h at room temperature. The derivatized sample was then purified as described above. After evaporation under reduced pressure, samples were analyzed using Acquity UHPLC^TM^ (Waters, USA) linked to a triple quadrupole mass detector (Xevo TQ MSTM; Waters, USA). Instrument settings were as previously published for auxin profiling [10]. Four independent replicate analyses were performed for each hormone.

### 4.3. Statistical Analysis

The results of each analysis were compared using analysis of variance (ANOVA) with Tukey’s HSD Post Hoc test, as implemented in the XLSTAT software package v.2022.3; differences between exposure treatments and the corresponding controls were considered statistically significant if *p* < 0.05. Each reported data point represents the average of four replicates (*n* = 4) unless stated otherwise. One replicate for hormone analysis was defined as one agar plate which contained approximately 10 seedlings.

### 4.4. RNA-Seq Analysis

Total RNA was isolated from 100 mg of whole seedlings, which were homogenized in a Mixer Mill MM400 (Retsch GmbH, Germany) in three cycles of 1 min at 30 Hz with zirconium oxide beads (Next Advance, USA). To each pulverized sample, 1 mL of RNAzol (Sigma Aldrich, St. Louis, MI, USA) was added, and after centrifugation, the same volume of ethanol (100%) was added to the supernatants, which were further processed through the Direct-zolTM RNA MiniPrep kit (Zymo Research, Irvine, CA, USA) according to the manufacturer’s instructions. The eluted total RNA samples were checked for concentration on Nanodrop 2000. Total RNA (two biological replicates per treatment) was processed and sequenced by Vienna BioCenter Core Facilities (VBCF NGS, Vienna, Austria). Single reads of length ~50 bp were obtained from the sequencing facility, processed and analyzed for differential expression between the samples. Raw reads showed an unstable base composition in the first 9 bp, as visualized by FastQC. STAR v.2.7.1a [47] was used to clip the first 9 bp of the reads (improving the mismatch rate per base statistic), as well as to align them with the reference genome. For the reference genome and GO annotations, we used the *Brassica rapa* Chiifu V3.0 obtained from the BRAD database [48]. Counts of reads aligning with genes were obtained using htseq-count v.1.99.2 [49]. Raw counts were used for differential expression analysis using deseq2 v.1.34.0 [50]. IAA-Ala, IBA-Ala and IPA-Ala treatments were processed and compared to the untreated control independently. The deseq2 was run in Rstudio v.2021.09.02 Build 382, running R v.4.2.0. Genes above the (FDR-adjusted) *p*-value of 0.01 were pronounced differentially expressed genes (DEGs). GSEA analyses were performed using the GSEA function of the clusterProfiler package v.4.4.4 on the genes ordered by their shrunken log2FC values [51]. The ancestor GO nodes were obtained using the buildGOmap function of the same package. RNA-seq data were deposited to NCBI and are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234868.

### 4.5. Mapping of B. rapa Genes to A. thaliana Genes and Gene Annotations

The genes of *B. rapa* were mapped to genes of *A. thaliana* for easier evaluation and analysis of results using blastp v.2.9.0+ from the NCBI BLAST+ package [52]. The strict mapping (BBH in the text) was designed to conservatively detect probable orthologs; the mapping criterion was that the proteins from the two species are the best bidirectional blastp hits, with differences in length < 80% and % identity ≥ 40%. The less-strict mapping (UBH in the text) followed the criterion that the *A.thaliana* candidate is the best unidirectional blast hit of the querying *B. rapa* genes, with a bitScore of at least 50 and % identity ≥ 20%. *A. thaliana* gene descriptions were downloaded from the TAIR database [53].

## 5. Conclusions

Some recently published data suggest that auxin conjugates, in addition to their storage or detoxification function, also play a novel role in plant development and stress responses [20,21]. Furthermore, it has been shown that auxin conjugates can be used as potent rooting agents, especially in hard rooting species [7]. Therefore, it is necessary to shed light on the specific new roles of auxin conjugates and the mechanisms of their action. This research focuses on elucidating some details about the mode of action of the three auxin conjugates IAA-Ala, IBA-Ala and IPA-Ala, which were applied to *B. rapa* seedlings. We identified free forms of auxin, IPA and IBA in IPA-Ala and IBA-Ala feeding experiments, which is direct evidence for the hydrolysis of IPA-Ala and IBA-Ala conjugates in vivo. Free IBA and IPA released after the treatments with their respective conjugates are consistent with the stronger inhibition of root growth compared to the IAA-Ala treatment and the control. Transcriptomic data confirmed that IBA-Ala and IPA-Ala caused more disruption in gene expression compared to IAA-Ala treatment (807, 417 and 371 DEGs, respectively). The DEGs directly related to auxin metabolism are comparable to the data gathered for IAA feeding experiments with *A. thaliana*. We can conclude that the majority of treatments, particularly with IBA- and IPA-Ala, tend to inhibit the expression of *YUC* genes encoding proteins responsible for auxin synthesis and induce the expression of *GH3* and *UGT74E2* genes, whose products are responsible for the reversible or irreversible conjugation. These observations are in accordance with our metabolomics data.

## Figures and Tables

**Figure 1:**
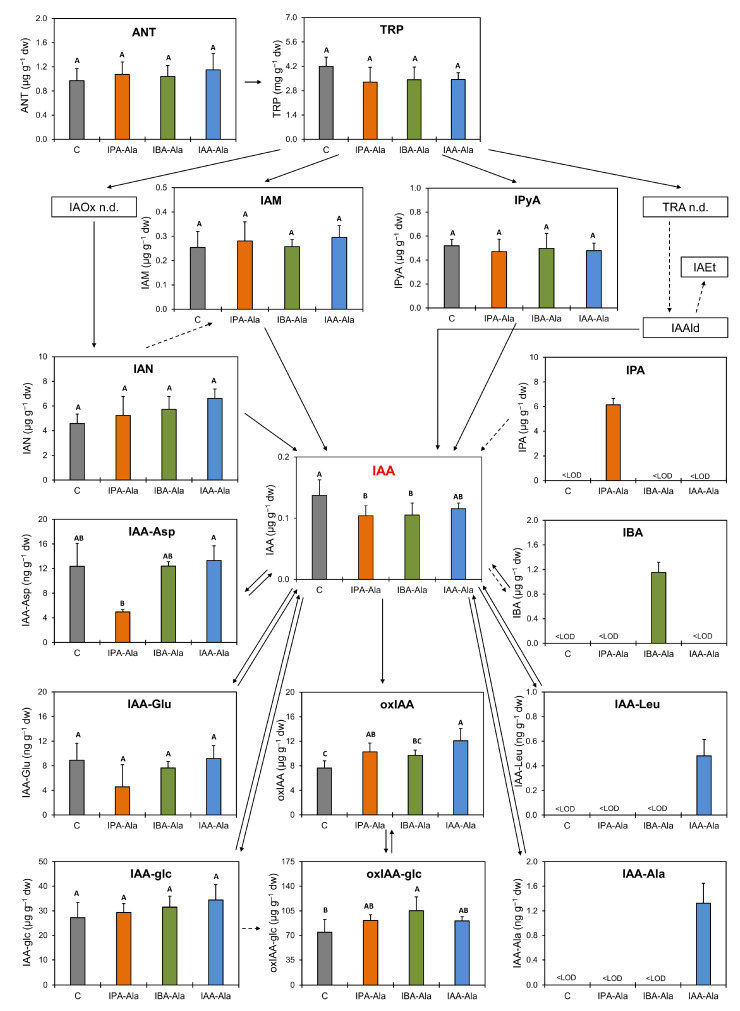
Changes in auxin metabolism in *B. rapa* seedlings after 24 h treatment with auxin conjugates (IBA-Ala, IPA-Ala and IAA-Ala c = 10 µmol µmol L^−1^) and untreated control (C): indole-3-acetic acid (IAA), indole-3-propionic acid (IPA), indole-3-butyric acid (IBA); biosynthesis precursors: anthranilate (ANT), tryptophan (TRP), indole-3-acetamide (IAM), tryptamine (TRA), indole-3-acetaldoxime (IAOx), indole-3-acetaldehyde (IAAld), indole-3-acetethanol (IAEt), indole-3-pyruvic acid (IPyA), indole-3-acetonitrile (IAN) and metabolites: 2-oxoindole-3-acetic acid (oxIAA), indole-3-acetyl-L-aspartate (IAA-Asp), indole-3-acetyl-L-glutamate (IAA-Glu), indole-3-acetyl-L-leucine (IAA-Leu), indole-3-acetyl-L-alanine (IAA-Ala), indole-3-acetyl-1-O-ß-d-glucose (IAA-glc) and 2-oxoindole-3- acetyl-1-O-ß-d-glucose (oxIAA-glc). Results are expressed in µg g^−1^ dry matter (dw) or in ng g^−1^ dry matter for each treatment (n = 4). Statistically significant differences in treatments (IBA-Ala or IPA-Ala or IAA-Ala; c = 10 µmol L^−1^) compared to untreated control (C) (=are shown in different letters with a significance level of 0.05 (*p* <0.05) in the ANOVA test with Tukey HSD (honest significant difference) post hoc statistical significance test). <LOD—below the limit of detection, n.d.—not determined. Solid arrows indicate steps catalyzed by known enzymes [10,27,28,29,30,31]. Dashed arrows indicate steps that may involve multiple enzymes and have not been well defined.

**Figure 2:**
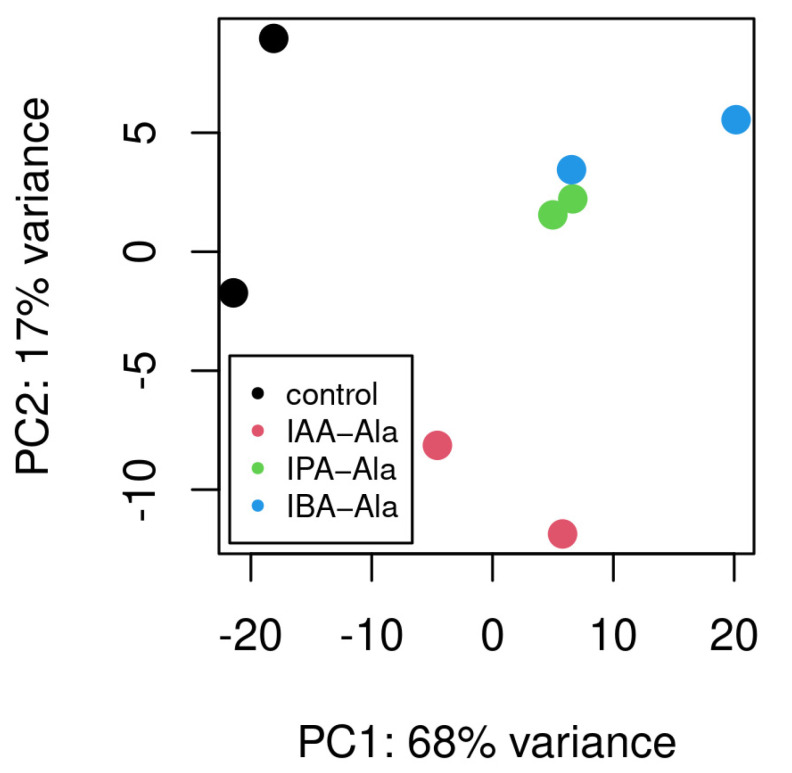
PCA plot on rlog-transformed sample gene counts. Rlog function from Deseq2 package transforms the count data to the log2 scale through a method which minimizes differences between samples for rows with small counts and which normalizes with respect to library size. Different treatments are expected to map to different parts of a PCA plot. PC1—first principal component, PC2—second principal component.

**Figure 3:**
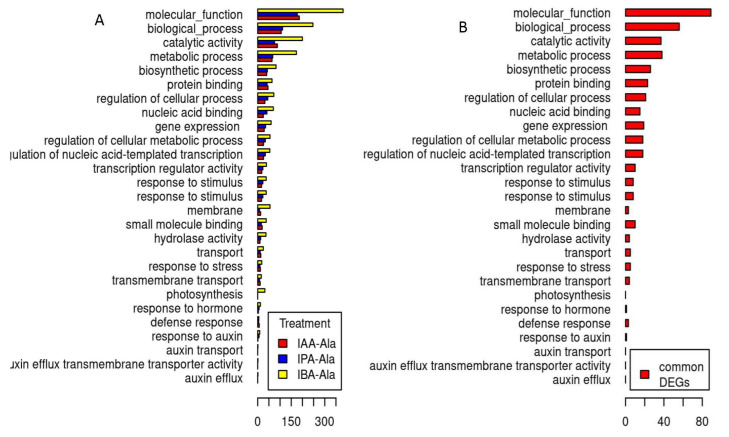
DEG counts per treatment per selected GO categories (**A**) and counts of DEGs common to all three treatments per selected GO categories (**B**). One gene may belong to several GO categories. Only GO categories with 30 or more genes are included in the figure. The distribution of DEGs across all the annotated GO categories and their ancestor nodes are available in Figure S1.

**Figure 4:**
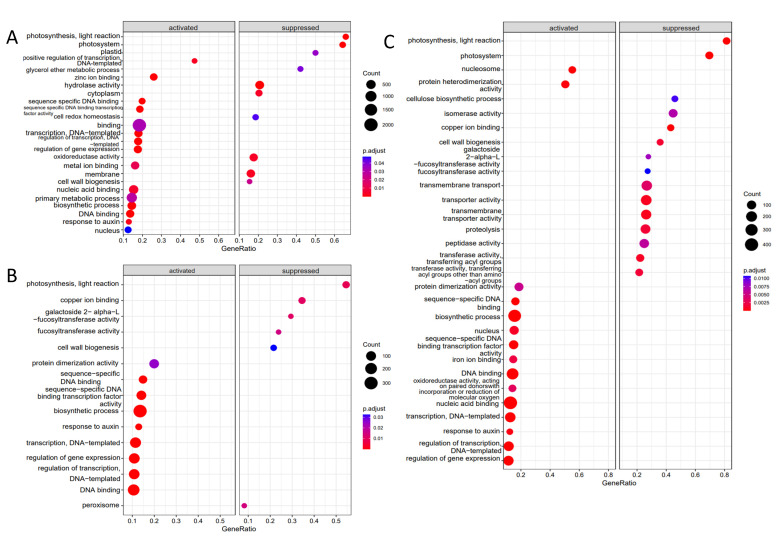
Dotplot showing GO categories that are significantly enriched (GeneRatio > 0.5) or depleted (GeneRatio < 0.5) of DEGs after the IAA-Ala (**A**), IPA-Ala (**B**) and IBA-Ala treatment (**C**) according to the GSEA analysis.

**Figure 5:**
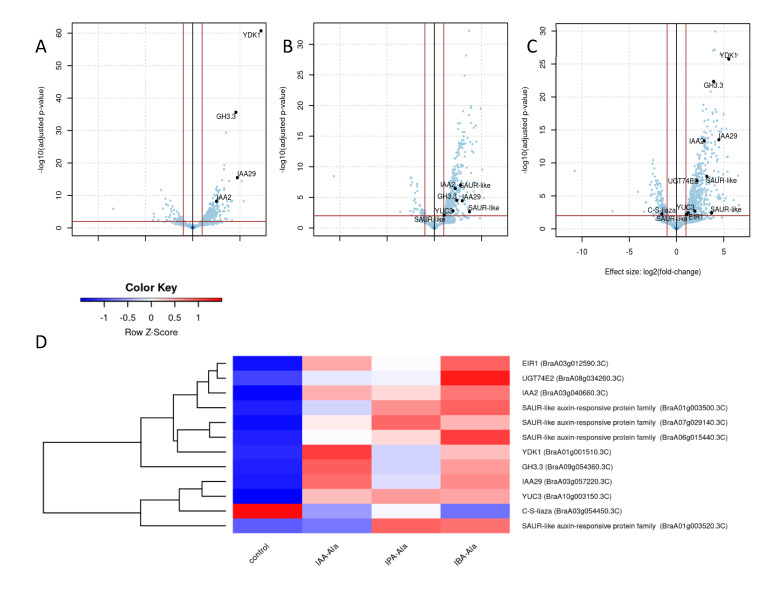
DEGs involved in auxin metabolism. Volcano plot of genes after IAA-Ala treatment (**A**), IPA-Ala treatment (**B**) and IBA-Ala treatment (**C**). Red lines separate genes at the *x*-axis values that correspond to *p*-value 0.01 and at the *y*-axis values that correspond to logFC of 1. The black lines represent the result of a hierarchical clustering of samples by R function heatmap.2. Auxin metabolism-related DEGs are labeled on the treatment volcano plots. Heatmap of (rlog-transformed) read counts for DEGs involved in auxin metabolism (**D**). Strict mapping of *A. thaliana* auxin metabolism genes to *B. rapa* genes was used (BBH, max length difference 0.8, identity > 40%). DEGs involved in auxin metabolism are: *YDK1* (BraA01g001510.3C), *IAA2* (BraA03g040660.3C), *IAA29* (BraA03g057220.3C), *GH3.3* (BraA09g054360.3C), *SAUR-like auxin-responsive protein family* (BraA01g003500.3C), *SAUR-like auxin-responsive protein family* (BraA01g003520.3C), *SAUR-like auxin-responsive protein family* (BraA06g015440.3C), *SAUR-like auxin-responsive protein family* (BraA07g029140.3C), *YUC3* (BraA10g003150.3C), *EIR1* (BraA03g012590.3C), *C-S-lyase* (BraA03g054450.3C), *UGT74E2* (BraA08g034260.3C).

**Figure 6:**
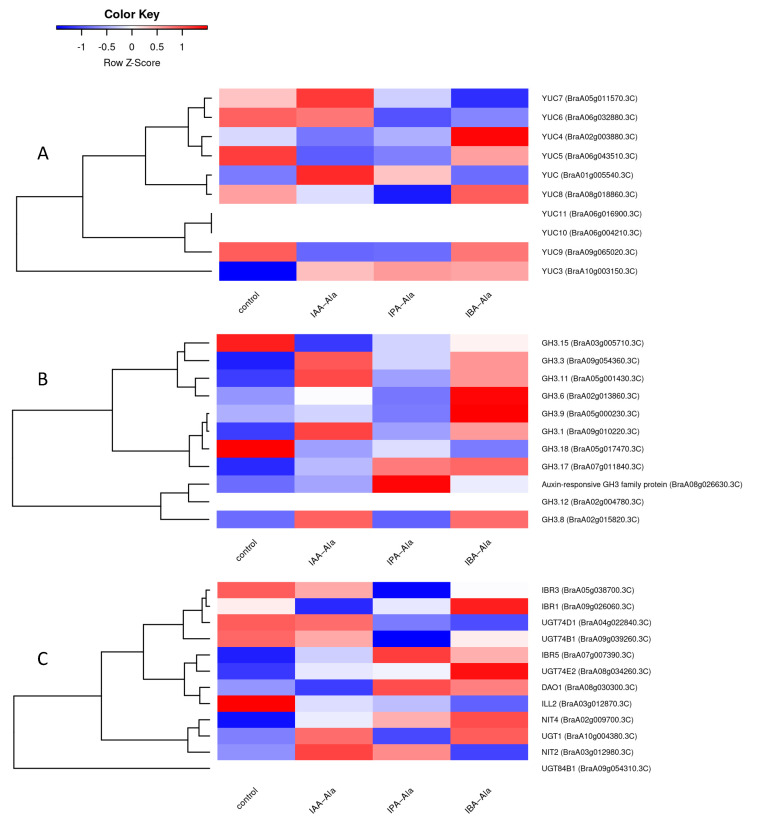
Heatmap of (rlog-transformed) read counts for *YUC* genes (**A**), *GH3* genes (**B**) and other auxin-related genes of interest (*NIT*, *IBR*, *UGT*, *DAO*) (**C**) involved in auxin metabolism scaled by row. Strict mapping of *A. thaliana* auxin metabolism genes to *B. rapa* genes was used (BBH, max length difference 0.8, identity > 40%).

**Figure 7:**
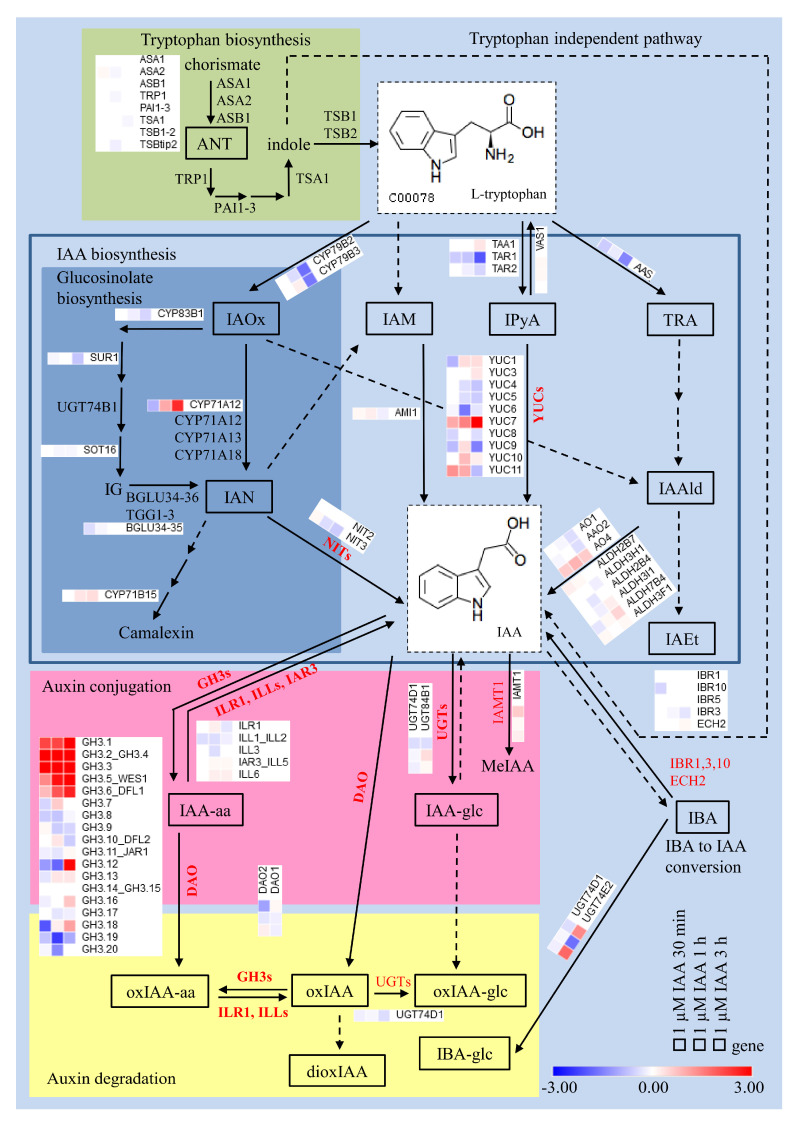
Scheme of auxin homeostasis in *A. thaliana* by expression of genes involved in early (30 min), medium (1 h) and late response (3 h) to IAA treatment (*c* = 1 µmol L^−1^). Microarray data set from AtGenExpress Hormone Series [43] for genes involved in auxin metabolism in *A. thaliana* was used from eFP expression browser [41]. Model is edited based on the recent data of Hayaski et al. [30] and Brunoni et al. [31]. The expression is presented as log_2_ fold change. The heat maps were generated with the Morpheus software (https://software.broadinstitute.org/morpheus/, accessed on 1 June 2022).

## Data Availability

RNA-seq data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234868.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25010447/s1.

How the deposited data were processed for this re-analysis (not part of the article)

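RNA-seq data of whole *B. rapa* seedlings were processed from 8 libraries, with 2 biological replicates each of the untreated control and of the treatments with 10 µM IAA-Ala, IPA-Ala and IBA-Ala. The condition and replicate of each library were taken from the sample labels, and the 12 columns of the tables matched them by name. The labels' titles give a treatment of 3 h and the paper 24 h, and the paper's time was used. The authors clipped the first 9 bases of each read, aligned the reads of about 50 bp to the Chiifu genome and counted reads by strand with HTSeq. The values are raw counts, whole numbers without normalization. Tables named as normalized counts hold the same raw counts for the genes with at least 2 counts in a comparison.

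The tables list 46250 genes by identifier only, and 0 of these identifiers were matched in the reference table of gene names, so that positions on the genome and names other than those in Figures 5 and 6 are not given. The depth lay between 16616214 and 19521990 counts on genes per library, and 10230 genes had no count. An upper limit of 3 counts is given where a library had none.

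R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 were used. Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15) and scaled by TMM. Each treatment was compared with the control, and each pair of treatments with each other, in fits of 4 libraries with edgeR's quasi-likelihood test (dispersions from estimateDisp), adjusted by the Benjamini-Hochberg method over the genes tested. DEGs have an adjusted p below 0.01. A prior count of 0.125 was used for fold changes and of 2 for log2 CPM. Standard errors were derived from the test. They are the absolute log2 fold change without a prior count, divided by the square root of the quasi-likelihood F statistic. The principal component analysis used blind rlog values of the 500 most variable genes. The *YUC* and *GH3* genes of Figure 6 were tested as sets with camera (preset correlation 0.01), adjusted over 6 tests with a threshold of 0.05.

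The comparisons with the control share its 2 libraries. Correlations between treatments were therefore set beside 20 simulations of unchanged groups that shared simulated control libraries. All libraries, the controls included, were drawn from one mean per gene over all libraries. The simulated controls thus do not carry the difference seen between the real control replicates along the difference between treatments. The test was also tested on simulated data of 27011 genes with 200 changed genes, 2 libraries per group and an adjusted p below 0.01. The changed genes lay above 2 CPM and differed by at least 2 on the log2 scale. The spread was edgeR's own estimate per gene. The quasi-likelihood test recovered 166 of the changed genes and called 11 unchanged genes. These settings do not give the share of changed genes that the test recovers in the real data. DESeq2 recovered 84.5% and called 17 unchanged genes. Both tools called a larger share of unchanged genes than the threshold of 0.01 allows.

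The genes named were set before the data were examined, as were the main analysis and 11 alternatives for the numbers of DEGs. The rule was every gene with an identifier in Figures 5 and 6, together with up to 2 that rose and 2 that fell most among genes with an adjusted p below 0.01 in all 3 comparisons with the control, of which there were 0. The 2 genes outside this rule, BraA03g059850.3C and BraA02g001260.3C, were named after their values were seen. The alternatives were DESeq2, RLE normalization, no filter on low counts, at least 10 counts in every library, all 8 libraries in one fit, the replicate number as a block, both of these together, the edgeR 3 form of the test, counts thinned to the smallest library, an adjusted p below 0.05, and an absolute log2 fold change of at least 1. Each replicate was also left out in turn. A likelihood ratio test, DESeq2 on genes with at least 2 counts and a different control library for each treatment were added after the results had been seen.

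Outliers were not tested, since the groups hold 2 libraries, and the numbers of DEGs under other splits of the libraries were not counted for the same reason. GO enrichment, metabolites and root growth were not analysed here.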

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

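The tests of the explanations below were all chosen only after the result was seen. BraA03g059850.3C, which the paper does not discuss, was higher than in the control after each treatment. It had 85 and 63 counts in the control replicates, 602 and 290 after IAA-Ala, 402 and 888 after IPA-Ala, and 1643 and 1236 after IBA-Ala, which is 4.29 ± 0.488 CPM (SD, n = 2) in the control and 24.1 ± 12.0, 36.6 ± 18.7 and 75.1 ± 13.6 CPM after the treatments. The log2 fold change after IBA-Ala was 4.13 (standard error 0.29), higher in 2 of 2 replicates, with an adjusted p of 0.00986 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the 1 DEG after IBA-Ala. After IAA-Ala and IPA-Ala the log2 fold changes were 2.47 (standard error 0.40) and 3.08 (standard error 0.39), with adjusted p of 0.0260 and 0.00561 in the same edgeR test. Over the alternatives, the adjusted p after IBA-Ala lay between 1.2e-30 and 0.0151, and with each library left out in turn the log2 fold change lay between 3.93 and 4.30. Between treatments, IAA-Ala was at −1.64 relative to IBA-Ala on the log2 scale (standard error 0.33, adjusted p = 0.0354 in the same edgeR test) and IBA-Ala was 1.03 above IPA-Ala (standard error 0.33, adjusted p = 0.524).

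The tables argue against normalization as the source of this difference, since a wrong scaling factor moves all genes together and only 0.248% of the genes tested rose as much after IBA-Ala. They also argue against depth, since the log2 fold change was 4.15 after all libraries had been thinned to the smallest. Reads assigned from a near-identical copy cannot be told apart from higher expression. There were 0 genes at the floor in all treated libraries that had held enough reads in the controls, but an expressed copy would not be seen this way and no sequence is at hand. A response to the conjugates, which the design names, may account for the difference and stays open as a hypothesis beside that of a near-identical copy.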

How the results depend on the processing

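The alternatives were the 11 listed for the numbers of DEGs, leaving out each replicate in turn, and 3 that were chosen after seeing the data, namely the likelihood ratio test, DESeq2 on genes with at least 2 counts and a different control library for each treatment. An absolute log2 fold change of at least 1 left the numbers of DEGs as they were. The cause of the changes below was not tested, apart from the lower threshold, which admits more genes by its construction.

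In the order IAA-Ala, IPA-Ala and IBA-Ala, DESeq2 gave 373, 415 and 806 DEGs, 194 common DEGs and ratios of 2.16 (IBA-Ala to IAA-Ala) and 1.94 (IBA-Ala to IPA-Ala). Between treatments it gave 91 DEGs (IBA-Ala and IPA-Ala), 884 (IAA-Ala and IPA-Ala) and 1780 (IAA-Ala and IBA-Ala), and the correlation of IPA-Ala and IBA-Ala was 0.662. DESeq2 on genes with at least 2 counts gave 371, 417 and 807 DEGs, 193 common, ratios of 2.18 and 1.94, 91, 875 and 1786 DEGs between treatments and a correlation of 0.680. The likelihood ratio test gave 466, 521 and 954 DEGs, 224 common, ratios of 2.05 and 1.83, and 104, 1276 and 2242 DEGs between treatments. An adjusted p below 0.05 gave 179, 336 and 443 genes, 111 common, ratios of 2.47 and 1.32, and 626 (IAA-Ala and IPA-Ala) and 1848 (IAA-Ala and IBA-Ala) between treatments.

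RLE normalization gave 8 DEGs after IAA-Ala and 0 after IBA-Ala (4014 genes with an unadjusted p below 0.05), with ratios of 0 and 0, and turned the median log2 fold change of the *GH3* genes after IPA-Ala to −0.00345 (adjusted p = 0.525 from camera on edgeR's fits). At least 10 counts in every library gave 6 after IAA-Ala and 0 after IBA-Ala (3608 with an unadjusted p below 0.05), with ratios of 0 and 0. The edgeR 3 form of the test gave 7 and 0 (3927 with an unadjusted p below 0.05), with ratios of 0 and 0. No filter gave 81 DEGs after IPA-Ala and 0 after IBA-Ala (4330 with an unadjusted p below 0.05), with ratios of 0 and 0 and a correlation of IPA-Ala and IBA-Ala of 0.664. Thinned counts gave 22 DEGs after IAA-Ala and a ratio of IBA-Ala to IAA-Ala of 0.0455, and *YUC6* after IAA-Ala turned to 0.0537 on the log2 scale.

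All 8 libraries in one fit gave 15 DEGs after IPA-Ala and 180 after IBA-Ala, 3 common and ratios of 18 and 12, and the *GH3* genes were no longer past the threshold, with medians of 0.27 after IAA-Ala and 0.77 after IBA-Ala (adjusted p = 0.266 and 0.0769 from camera on edgeR's fits). The replicate number as a block gave 127, 344 and 1049 DEGs, 97 common, ratios of 8.26 and 3.05 and 2201 DEGs between IAA-Ala and IBA-Ala. With all 8 libraries the block gave 58 DEGs after IAA-Ala and 304 after IBA-Ala, 41 common, ratios of 5.24 and 1.74, and *GH3* medians of 0.25 and 0.77 (adjusted p = 0.178 and 0.0652 from camera on edgeR's fits). The paper's text names no pairing of replicates by number, and the differences between replicates 1 and 2 had correlations from −0.156 to 0.156 between groups. With the correlation estimated, the *GH3* medians of 0.26 and 0.77 had an adjusted p of 0.372 and 0.372 from limma's camera, and under fry that of 0.26 had 0.257. With a different control library for each treatment, the correlations of differences in log2 CPM were 0.179 (IAA-Ala and IPA-Ala), 0.235 (IAA-Ala and IBA-Ala) and 0.351 (IPA-Ala and IBA-Ala). The share of PC1 was 49.4% with log2 CPM, 38.7% with all genes and 58.1% with 1000 genes.

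With each replicate left out in turn, the correlation lay from 0.461 (without IAA-Ala replicate 1) to 0.698 (without control replicate 2) for IAA-Ala and IPA-Ala, from 0.427 (without IAA-Ala replicate 1) to 0.671 (without control replicate 1) for IAA-Ala and IBA-Ala, and from 0.637 (without IPA-Ala replicate 2) to 0.870 (without control replicate 1) for IPA-Ala and IBA-Ala. The share of PC1 lay from 52.6% to 75.0%. The median of the *YUC* genes lay from −0.40 to 0.46 after IAA-Ala, from −0.62 to 0.0425 after IPA-Ala and from −0.99 to 0.29 after IBA-Ala (with all 8 libraries and the block −0.57 after IPA-Ala), and that of the *GH3* genes from −0.0927 (without IAA-Ala replicate 2) to 0.50 (without IAA-Ala replicate 1), from −0.18 (without control replicate 1) to 0.26 (without control replicate 2) and from 0.48 (without control replicate 1) to 0.86 (without control replicate 2).

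Of 114 results for single genes, 29 changed sign when a library was left out. With DESeq2, 22 became stronger and 0 weaker, with the likelihood ratio test 26 and 0, with the block 21 and 0, and with all 8 libraries 6 became stronger and 5 weaker. The sets of genes for photosynthesis, response to auxin, heat shock, histones and the cell wall were not run, since no table pairs the identifiers with descriptions. The 2 replicates per group and the counts of *YUC* genes limit what can be said of single genes, and a gene at or under 3 counts has no measured fold.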

Differences from the paper's values

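With edgeR's quasi-likelihood test at an adjusted p below 0.01, there were 13 DEGs after IAA-Ala, 131 after IPA-Ala and 1 after IBA-Ala, with 0 common to all 3 treatments (865 genes had an unadjusted p below 0.05 in all 3), against the paper's 371, 417 and 807 DEGs and the paper's 193 common DEGs. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, came within 1.5 times of each of the paper's values, with 373, 415, 806 and 194. The replicate block came within 1.5 times for IPA-Ala (344) and IBA-Ala (1049), and an adjusted p below 0.05 for IPA-Ala (336). The other alternatives set before the data were examined did not. DESeq2 on genes with at least 2 counts, chosen after seeing the values, gave 371, 417, 807 and 193. The likelihood ratio test, also chosen after seeing the values, came within 1.5 times of each, with 466, 521, 954 and 224.

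The paper gives IBA-Ala the most DEGs, whereas IPA-Ala had the most in edgeR's quasi-likelihood test at 0.01. IBA-Ala had the most with DESeq2, an adjusted p below 0.05, all 8 libraries in one fit and the replicate block with 4 or 8 libraries, and, chosen after seeing the values, with the likelihood ratio test and with DESeq2 on genes with at least 2 counts.

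Of the genes of Figure 5, the paper calls 4 DEGs after IAA-Ala, 7 after IPA-Ala and 11 after IBA-Ala, where 3, 1 and 0 were called at 0.01, with an unadjusted p below 0.05 for 12 of 12 after IBA-Ala. DESeq2, the replicate block and, chosen after seeing the values, DESeq2 on genes with at least 2 counts also called 4, 7 and 11. The genes were not all the same. After IPA-Ala, the replicate block called *YDK1* and not the *SAUR*-like gene BraA07g029140.3C, and DESeq2 the reverse. The likelihood ratio test, chosen after seeing the values, called 5, 8 and 11. An adjusted p below 0.05 called 4, 6 and 6, all 8 libraries in one fit 1, 0 and 5, these with the replicate block 4, 3 and 7, and thinned counts 4, 1 and 0.

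The paper ranks the fall of *C-S lyase* as largest after IPA-Ala and smallest after IBA-Ala. The log2 fold change was −1.02 after IPA-Ala, −1.52 after IAA-Ala and −1.83 after IBA-Ala (standard errors 0.44, 0.46 and 0.38), and no 2 treatments differed at an unadjusted p below 0.05.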

Other observations

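The tests of the explanations in this part were all chosen only after the result was seen. The control replicates differed from each other along the difference between treatments. Across 27948 genes, which are not independent replicates, the log2 ratio of control replicate 1 to control replicate 2 had a Pearson correlation of 0.486 (Spearman 0.535) with the mean log2 difference of IPA-Ala and IBA-Ala from IAA-Ala. Of 12 correlations of this kind between replicates of one group and the difference of 2 other groups, the 3 of the controls were 0.421 (IPA-Ala minus IAA-Ala), 0.486 (IBA-Ala minus IAA-Ala) and 0.161 (IBA-Ala minus IPA-Ala), and those of the other groups had absolute values between 0.0435 and 0.344, so the last of the controls lay within their range. The tables argue against depth, since the correlation was 0.778 among the 2028 genes above 100 CPM, where counting noise is small, although it also reached 0.648 there in another group. A few abundant genes did not carry it either, since it was 0.484 over the 27668 genes left without the most abundant 1%. Reads from genomic DNA or unspliced RNA are argued against by the SD of the log2 ratio of the controls above 100 CPM, 0.558, against 0.334, 0.377 and 0.331 for the replicates of IAA-Ala, IPA-Ala and IBA-Ala, while the shares of reads outside genes differed by 2.63 percentage points between the controls. Seedlings treated with IPA-Ala or IBA-Ala and mixed into control replicate 1 are argued against as the whole source. For 10 genes silent in control replicate 2, the level in control replicate 1 was between 2.67% and 20.5% of the treated level. A mixture of control replicate 2 with 20.5% of the treated mean gave 27.3% of the slope seen along this difference above 100 CPM and 32.4% over all genes. Seedlings treated with IAA-Ala in control replicate 2 were not tested by a mixture. *YDK1*, *GH3.3*, *IAA29* and *IAA2* argue against them as the whole source. Their levels in control replicate 2 were 1.06, 6.39, 0.626 and 3.51 CPM, against means of 120, 218, 18.5 and 28.4 CPM after IAA-Ala. Control replicate 1 had 0.491, 11.2, 0.655 and 5.56 CPM, so of these only *YDK1* was higher in control replicate 2. A small share of such seedlings stays open. The labels name no batch. A difference in handling or in developmental stage between the control replicates was not tested and stays open, and no biological explanation was tested.

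At an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1848 genes differed between IAA-Ala and IBA-Ala, against 179 between IAA-Ala and the control and 443 between IBA-Ala and the control. A wider spread between the control replicates is a candidate explanation. With one spread for all 8 libraries, 789 genes differed between IBA-Ala and the control and 0 between IAA-Ala and IBA-Ala, where the smallest adjusted p was 0.0543. At an unadjusted p below 0.05, however, the order stayed, with 6327 genes between IAA-Ala and IBA-Ala, 5021 between IBA-Ala and the control and 4963 between IAA-Ala and the control. One spread for all libraries therefore cannot tell this explanation apart from a larger difference between the treatments. The common biological coefficient of variation was between 0.255 and 0.267 in the 3 fits with the controls and 0.221 in the fit of IAA-Ala and IBA-Ala. Both stay open.

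BraA02g001260.3C, named after its values were seen, had 250 and 185 counts in the control replicates and at most 1 count in each of the 6 treated libraries. Against the upper limit of 3 counts it was at least 77.6-fold lower after IAA-Ala, at least 72.2-fold lower after IPA-Ala and at least 79.3-fold lower after IBA-Ala. Depth is argued against, since at its lower share of counts in the controls the gene would have had 192 counts in the smallest treated library. Another organism in the controls is argued against, since only 1 gene had at least 50 counts in both controls and at most 3 in all treated libraries, where a foreign source would bring several. A different share of tissues in the controls cannot be judged this way, since its genes need not be silent in treated whole seedlings. Reads assigned to a near-identical copy cannot be told apart from lower expression. There were 0 genes with the mirrored pattern, but an expressed copy would hide it. A response to the conjugates may account for the difference as a hypothesis and stays open, as does a difference between the seedlings used for the control and for the treatments.

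The tables that are named normalized counts list 33251, 33504 and 33730 genes for IAA-Ala, IPA-Ala and IBA-Ala, and 100% of their values are equal to the raw counts. They leave out 1118, 1215 and 1116 genes that had 1 count in the comparison.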
